# Gene Expression Profiling of Early Hepatic Stellate Cell Activation Reveals a Role for Igfbp3 in Cell Migration

**DOI:** 10.1371/journal.pone.0084071

**Published:** 2013-12-17

**Authors:** Inge Mannaerts, Ben Schroyen, Stefaan Verhulst, Leentje Van Lommel, Frans Schuit, Marc Nyssen, Leo A. van Grunsven

## Abstract

**Background:**

Scarring of the liver is the result of prolonged exposure to exogenous or endogenous stimuli. At the onset of fibrosis, quiescent hepatic stellate cells (HSCs) activate and transdifferentiate into matrix producing, myofibroblast-like cells.

**Aim and methods:**

To identify key players during early HSC activation, gene expression profiling was performed on primary mouse HSCs cultured for 4, 16 and 64 hours. Since valproic acid (VPA) can partly inhibit HSC activation, we included VPA-treated cells in the profiling experiments to facilitate this search.

**Results:**

Gene expression profiling confirmed early changes for known genes related to HSC activation such as *alpha* *smooth* *muscle* *actin* (*Acta2*)*, lysyl* *oxidase* (*Lox*) and *collagen*, type *I*, alpha *1* (*Col1a1*). In addition we noticed that, although genes which are related to fibrosis change between 4 and 16 hours in culture, most gene expression changes occur between 16 and 64 hours. *Insulin-like* *growth* *factor* *binding* protein *3* (*Igfbp3*) was identified as a gene strongly affected by VPA treatment. During normal HSC activation *Igfbp3* is up regulated and this can thus be prevented by VPA treatment *in* *vitro* and *in* *vivo*. siRNA-mediated silencing of *Igfbp3* in primary mouse HSCs induced matrix metalloproteinase (Mmp) *9* mRNA expression and strongly reduced cell migration. The reduced cell migration after *Igfbp3* knock-down could be overcome by tissue inhibitor of metalloproteinase (TIMP) 1 treatment.

**Conclusion:**

Igfbp3 is a marker for culture-activated HSCs and plays a role in HSC migration. VPA treatment prevents *Igfbp3* transcription during activation of HSCs *in* *vitro* and *in* *vivo*.

## Introduction

Hepatic stellate cell (HSC) activation was identified many years ago as a key event in the development of liver fibrosis [1]. In normal livers, HSCs are in a quiescent state and are characterized by the presence of lipid droplets, long cytoplasmic processes and a balanced production of matrix proteins and matrix remodeling enzymes to maintain an optimal environment for the resident liver cells [2,3]. When the liver is damaged, HSCs become activated, a process stimulated by the presence of inflammatory cytokines and resulting in a myofibroblast-like phenotype [4]. Upon activation, HSCs loose the expression of quiescent markers like neurotrimin and plexin C1 [5], they express high levels of alpha smooth muscle actin (α-SMA), produce large amounts of fibrillar collagens and gain migratory and contractile properties [6,7]. Sustained stellate cell activation results in disturbed liver architecture and function. Recent studies in mice show the reversibility of the activated stellate cells to quiescent HSCs during the reversal of experimental fibrosis [8,9]. Therefore, studying the activation process of HSCs is interesting for the development of anti-fibrotic therapies. Gene expression data are available for *in vitro* activated HSCs and for HSCs isolated from different animal injury models [5,10–12]. However, the profiling was always performed after at least 24 hours of culture. We hypothesized that gene expression profiling during the earliest time points in culture could identify key genes involved in the onset of HSC activation. From previous studies we know that histone deacetylase (HDAC) inhibitors, like valproic acid (VPA), can maintain these cells in a more quiescent state [13] and reduce fibrogenesis in animal models for liver, kidney and heart fibrosis [14]. HDACs are enzymes involved in chromatin remodeling and in gene expression alterations [15]. In this study we chose to compare the gene expression profiles of *in vitro* cultured cells in normal conditions to those treated with VPA, in order to identify genes involved in the earliest stages of the activation of freshly isolated mouse HSCs.

Our analyses identified 1274 genes that were significantly changed in HSCs between 4 and 64 hours in culture. Of these differentially expressed genes, 147 genes were normalized by VPA-treatment during culture. Expression changes of a selected set of genes were confirmed in culture activated HSCs and in cells isolated from mice treated with carbon tetrachloride (CCl_4_) ± VPA. While no new key regulators of HSC activation *in vivo* could be identified using this approach, we did establish Insulin-like growth factor binding protein 3 (IGFBP3) as an early HSC activation marker that can be regulated by VPA. We therefore further investigated the role of this protein by siRNA-mediated knock down in freshly isolated mouse HSCs which revealed a function for IGFBP3 in HSC migration.

## Materials and Methods

### Isolation and culturing of mouse cells

All procedures on animals were carried out in accordance with University's guidelines for the care and use of laboratory animals in research, the performed experiments were approved by the ethical committee of the Vrije Universiteit Brussel in project 10-212-3. Balb/cByJ mice (25-35g) were purchased from Charles River Laboratories (L’Arbresle, France). The mice were housed in a controlled environment with free access to chow and water. Prior to surgery, the mice were anesthetised with Nembutal (CEVA Santé Animale, Brussels, Belgium) according to their body weight. HSCs, liver sinusoidal endothelial cells (LSECs) and hepatocytes were isolated, cultured and characterised as previously described [13,16]. Kupffer cells (KC) were isolated from the non-parenchymal fraction after after the collagenase/pronase perfusion by fluorescence-activated cell sorting (FACS) using an F4/80 antibody (Invitrogen, Eugene, OR). Cell purity was checked by morphology and qPCR analysis for marker genes (Cyp3a11 (HEP), CD32b (LSEC), F4/80 (KC), Desmin, Gfap and Acta2 (HSCs)) as published by Schroyen et al [16]. Based on differences in dCt values for the different cell type markers in the sorted populations the percentage of contaminating cells in our populations ranges from 0.4 to 1.5%.

Mice that were used for the isolation of *in vivo*-activated HSCs underwent four intraperitoneal injections over two weeks’ time of 50 µL CCl_4_/100g body weight in mineral oil (Sigma-Aldrich, St. Louis, MO) [5]. To study the effect of VPA on *in vivo* HSC activation, mice received drinking water containing 0,4% VPA twice a week, starting two days before the first CCl_4_ injection [17].

### RNA extraction, reverse-transcription and PCR

Total RNA was extracted and purified from cultured cells using the ReliaPrep RNA Cell Miniprep System (Promega, Madison, WI). Total RNA was converted to cDNA by reverse-transcription using the Revert Aid Kit (ThermoFisher Scientific, St. Leon-Rot, Germany). The RT reaction was performed at 25 °C for ten minutes followed by 30 minutes at 50 °C. For quantitative real-time polymerase chain reaction (qPCR), GoTaq QPCR Master Mix with BRYTE green (Promega, Madison, WI) was used, subjected to qPCR in a 7500 real time PCR system and analysed using System SDS software v2.0.5 (Applied Biosystems) using GAPDH for normalisation whose expression in HSCs is not affected by treatments nor by cell culture (data not shown). Fold change differences between samples were determined using the comparative Ct (δδCt) method. The expression level of different targets, relative to GAPDH and relative to the calibrator, was given by 2^-δδCt^. Gene-specific primers produced by Integrated DNA Technologies (Leuven, Belgium) are listed in Table 1.

**Table 1:** Overview of the primer combinations for the different genes.

**Target gene**	**Accession**	**Forward primer (5’-3’)**	**Reverse primer (5’-3’)**
***Gapdh***	NM_008084	tgtccgtcgtggatctgac	cctgcttcaccaccttcttg
***Acta2***	NM_007392	ccagcaccatgaagatcaag	tggaaggtagacagcgaagc
***Col1a1***	NM_007742	acctaagggtaccgctgga	tccagcttctccatctttgc
***Lox***	NM_010728	ctcctgggagtggcacag	cttgctttgtggccttcag
***Desmin***	NM_010043	gccacctaccggaagctact	gcagagaaggtctggataggaa
***Igfbp3***	NM_008343	gcagcctaagcacctacctc	tcctcctcggactcactgat
***Serpina1b***	NM_009244	caatggggctgacctctct	gcacagccttatgcacagc
***Serpina1e***	NM_009247	ggctgacctctccggaat	gtcagcacggccttatgc
***Cyp7b1***	NM_007825	ggagccacgaccctagatg	gccatgccaagataaggaagc
***Tmem204***	NM_001001183	tccctcatcctcaacaacgc	gactcccttacccctgtcca
***Plat***	NM_008872	tgaccagggaatacatgggag	gtctgcgttggctcatctctg
***Sort***	NM_001271599	cccggacttcatcgccaag	aggacgagaataaccccagtg
***Uchl***	NM_011670	agggacaggaagttagcccta	agcttctccgtttcagacaga
***Ptprn***	NM_008985	tgtttgaccgcagactttgtt	ggagcacaccttgtaggcg
***Aplp1***	NM_007467	gtgggcgtctaacccttcac	ctgcgggtccagaagacag
***Vcl***	NM_009502.4	cctcaggagcctgacttcc	agccagctcatcagttagtcg
***Pxn***	NM_011223.2	tactggagctgaacgcagtg	ccaagggagtgttattttctgg
***Myh9***	NM_022410	acaatggaggccatgagaat	gagatgacccgcagcaag
***Myh10***	NM_175260	ggaggacaccctagacacca	ccacttcctgctcacgtttt
***Myh11Common assay for 2 isoforms***	NM_001161775.1 & NM_013607.2	gaggagcaggttgaacagga	gcttcttgtccttttgcttca
***Mmp1a***	NM_032006	aactacatttaggggagaggtgt	gcagcgtcaagtttaactggaa
***Mmp2***	NM_008610	aactttgagaaggatggcaagt	tgccacccatggtaaacaa
***Mmp3***	NM_010809	acatggagactttgtcccttttg	ttggctgagtggtagagtccc
***Mmp9***	NM_013599	ctggacagccagacactaaag	ctcgcggcaagtcttcagag
***Mmp11***	NM_008606	ccggagagtcaccgtcatc	gcaggactagggacccaatg
***Mmp13***	NM_008607	tgtttgcagagcactacttgaa	cagtcacctctaagccaaagaaa
***Mmp19 tv1***	NM_021412	ctgtggctggcattcttactt	gggcagtccagatgcttcc
***Mmp19 tv2***	NM_001164197	atggatgacgccacaaggg	cacctcccggaaggtcaga

TV: Transcript variant.

### Gene expression profiling and analysis

Double-stranded cDNA was synthesised from total RNA originating from cultured mouse HSCs. After *in vitro* transcription and fragmentation, cRNA was biotin labelled, 2 µg of the labelled cRNA was hybridised to Affymetrix GeneChip Mouse Gene 1.0 ST arrays (Affymetrix, Santa Clara, CA). Three independent biological replicates were included in each of the groups: control 4 hours (Ctrl4h), control 64 hours (Ctrl64h), VPA 4 hours (VPA4h) and VPA 64 hours (VPA64h), only for the Ctrl16h sample just two samples were taken. The hybridisation cocktail, including the fragmented target and probe array controls, was then hybridised to the probe arrays during a 16-hour incubation period. Next, the arrays underwent automated washing and staining on a fluidics station and intensities were measured by a scanner. The *.cel files were imported into GeneSpringGX 11 (Agilent, Santa Clara, CA) for normalisation and data analysis. To create an expression matrix, the raw data were pre-processed using the robust multi-array average (RMA) algorithm consisting of background correction, quantile normalisation & probe summarisation. Sample and hybridisation quality was checked by principal component analysis (PCA) and by analysing the hybridisation controls. A fold change cut-off of 2.0 in combination with an ANOVA identified differentially expressed transcripts. p-Value computation was done asymptotically (p-value cut-off of 0.05) and Benjamini-Hochberg was used for multiple testing corrections. Potential VPA target genes were identified by using a clustering algorithm on transcripts that were at least two-fold differentially expressed between Ctrl64h and VPA64h. Raw data are made publically available on the NCBI Gene Expression Omnibus database, with accession number GSE51882.

### Small Interfering RNA transfection

Predesigned double-stranded small interfering RNAs (siRNAs) from Integrated DNA Technologies were used; Igfbp3 siRNA 1 (MMC.RNAI.N008343.12.1) & Igfbp3 siRNA 2 (MMC.RNAI.N008343.12.2). This siRNA-mix (Igfbp3 siRNA1 + siRNA2, 5 nM) was transfected using HiPerfect Transfection Reagent (Qiagen) according to the manufacturer’s instructions. Cells were either transfected once (at day 1, for EdU proliferation assay) or twice during HSC activation (at day 5 and day 7, for migration assays). A non-silencing siRNA from Integrated DNA Technologies was used as a control.

### Western blot

Cells were washed with ice-cold phosphate-buffered saline, scraped and incubated for 10 min on a rotator (SB2, Stuart, Staffordshire, UK) at 4 °C with lysis buffer (170 mM NaCl, 10 mM EDTA, 50 mM Tris pH 7.4, 50 mM NaF, 0.2 mM dithiothreitol and 0.5% NP-40) supplemented with protease and phosphatase inhibitors. The protein concentration was measured using a bicinchoninic acid (BCA) determination kit (Pierce Chemical Co, Rockford, IL). Twenty micrograms of protein were separated on a 8% Tris–glycine SDS-Polyacrylamide gel and transferred onto polyvinyldifluoride (PVDF) membranes (Amersham Biosciences, Little Chalfont, UK) using a wet blotting apparatus (Mini Trans-Blot Cell, BioRad, Nazareth, Belgium). Afterwards the membrane was blocked by 5% milk in PBS-Tween. After overnight incubation with the primary MMP9 antibody (IM10L, Oncogene Science, Cambridge, MA) and one hour incubation with a horseradish peroxidase conjugated secondary antibody (1/30000) (Dako, Glostrup, Denmark), proteins were visualized with an ECL chemiluminescence detection system (Pierce Chemical Co.).

### Cell proliferation assay

Cell proliferation was measured as active DNA synthesis with the Click-iT EdU Cell Proliferation Assay Kit (Invitrogen, Eugene, OR). HSCs were plated and transfected with a non-silencing RNA (siCtrl) or an siRNA-mix for Igfbp3 (siIgfbp3) at day one post isolation. 48 Hours later (day three) EdU labeling was started. At day five, cells were formalin fixed and visualization of the EdU incorporation was obtained according to the manufacturer’s instructions. The ratio of EdU positive cells on total cells and was calculated.

### Migration assays

To investigate the effect of siIgfbp3 on HSC migration, two different assays were used: a wound healing assay and a transwell (Boyden chamber) assay.

For the wound-induced migration assays, nine-day-old HSCs, that were transfected at day five and day seven with a siRNA-mix for Igfbp3, were seeded in 6 cm polystyrene culture dishes. 24-Hours later, when the attached cells were confluent, serum-free DMEM with or without 100 ng/mL recombinant murine tissue inhibitor of matrix metalloproteinase-1 (TIMP-1, R&D systems, Minneapolis, MN) or MMP9 selective inhibitor (MMP9inh, Calbiochem, Merck, Darmstadt, Germany) was added to the plate and a ‘wound’ was made with a micropipette tip. Pictures were taken (10X magnification) at zero and 48 hours post ‘wounding’ using an Axiovert 100 microscope and AxioCam MRc 5 digital camera (Carl Zeiss, Zaventem, Belgium). Cell migration was analyzed by quantifying the size of the wound area (number of pixels) using the free image processing and analysis software ImageJ (http://imagej.nih.gov/ij/index.html).

For the transwell assays, nine-day-old HSCs, that were transfected with a siRNA-mix for Igfbp3, were seeded in collagen-coated Boyden chambers residing in a 24-well plate with serum-free DMEM. After 60 minutes the chambers were transferred to new wells with serum-free medium containing 20 ng/mL platelet derived growth factor (PDGFbb). After 18 hours, cells were removed from the top of the transwell inserts and were washed with PBS, fixed for one minute with ice-cold 100% methanol and mounted with Prolong Gold antifade reagent with DAPI (Invitrogen). PDGF-induced cell migration was analyzed by counting the number of nuclei (= cells) on the lower membrane using fluorescence microscopy (Carl Zeiss). 

### Immunocytochemistry

After 64 hours of culture, in the presence or absence of 2.5 mM VPA, HSCs were washed with PBS and fixed for 10 minutes with 4% buffered formaldehyde pH 6.9 (Merck, Darmstadt, Germany). Following permeabilization with 0.1% Triton-X 100 (in PBS with 1% bovine serum albumin), cells were incubated overnight with the primary antibody (α-SMA, 1/1000 [Sigma]). Antibody binding was visualized using Alexa488-labeled secondary antibody (1/200). Images were taken with an AxioCam MRc 5 digital camera (Carl Zeiss).

### Statistical analysis

GraphPad Prism v6.0.1 (GraphPad Software, La Jolla, CA) was used for statistical analysis. Data in the figures are expressed as means ± SEM. Differences among groups were tested for statistical signiﬁcance by Student *t*-test or analysis of variance (ANOVA) followed by Bonferroni, depending on the number of groups. *ns* = not significant p ≥ 0.05, * p < 0.05, ** p < 0.01, *** p < 0,001.

## Results

### Valproic acid prevents changes during early stellate cell activation

HSCs were isolated from healthy Balb/cByJ mice and cultured for 4, 16 and 64 hours after washing, either in the presence or absence of VPA (Figure 1A). QPCR analysis for mRNA levels of activation markers *Acta2, Col1a1* and *Lox*, encoding for respectively α-smooth muscle actin, collagen 1a1 and lysyl oxidase, confirmed our previous observations that VPA treatment can prevent the activation of HSCs, not only when cultured for days as shown before by Mannaerts et al [13], but even at very early time points (Figure 1B). This was also shown by immunocytochemistry for α-SMA, showing clear positivity already in 64 hours cultured HSCs while α-SMA positivity was almost absent in cells treated with VPA (Figure 1C). 

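Messenger RNA from 14 HSC cultures was measured on Affymetrix mouse whole-transcript arrays, with 1 array per culture. Control cells were collected 4 h (Ctrl4h, n = 3), 16 h (Ctrl16h, n = 2) and 64 h (Ctrl64h, n = 3) after washing, and cells cultured with 2.5 mM VPA after 4 h (VPA4h, n = 3) and 64 h (VPA64h, n = 3). The authors made log2 expression values with RMA, which corrects the background, gives all arrays the same distribution of probe intensities and summarises the probes of each probe set. After that step a change shared by most transcripts no longer shows, so every change is relative to the other genes of the array. Of 35557 probe sets, 23410 are paired with at least 1 gene symbol and were tested, and genes are named only from the 21789 probe sets with exactly 1 symbol. The median over the tested probe sets lay between 6.34 and 6.41 on every array. All 5 groups were fitted together with limma and p-values were adjusted by Benjamini-Hochberg over the tested probe sets. A gene or probe set is said to have risen or fallen where the adjusted p was under 0.05 and the fold change at least 2, and changes are given on the log2 scale with the standard error (SE). For 24 gene lists written before the data were examined, the members that rose or fell were counted, and camera from limma compared each list with all other genes at a preset inter-gene correlation of 0.01. Counts of members were the same when adjusted over the list alone, except where another count is given. The small number of arrays limits the precision of every value.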

After validation of the sample quality and confirmation of the VPA effectiveness, we performed gene expression profiling by microarrays in order to identify early regulators of HSC activation.

**Figure 1:**
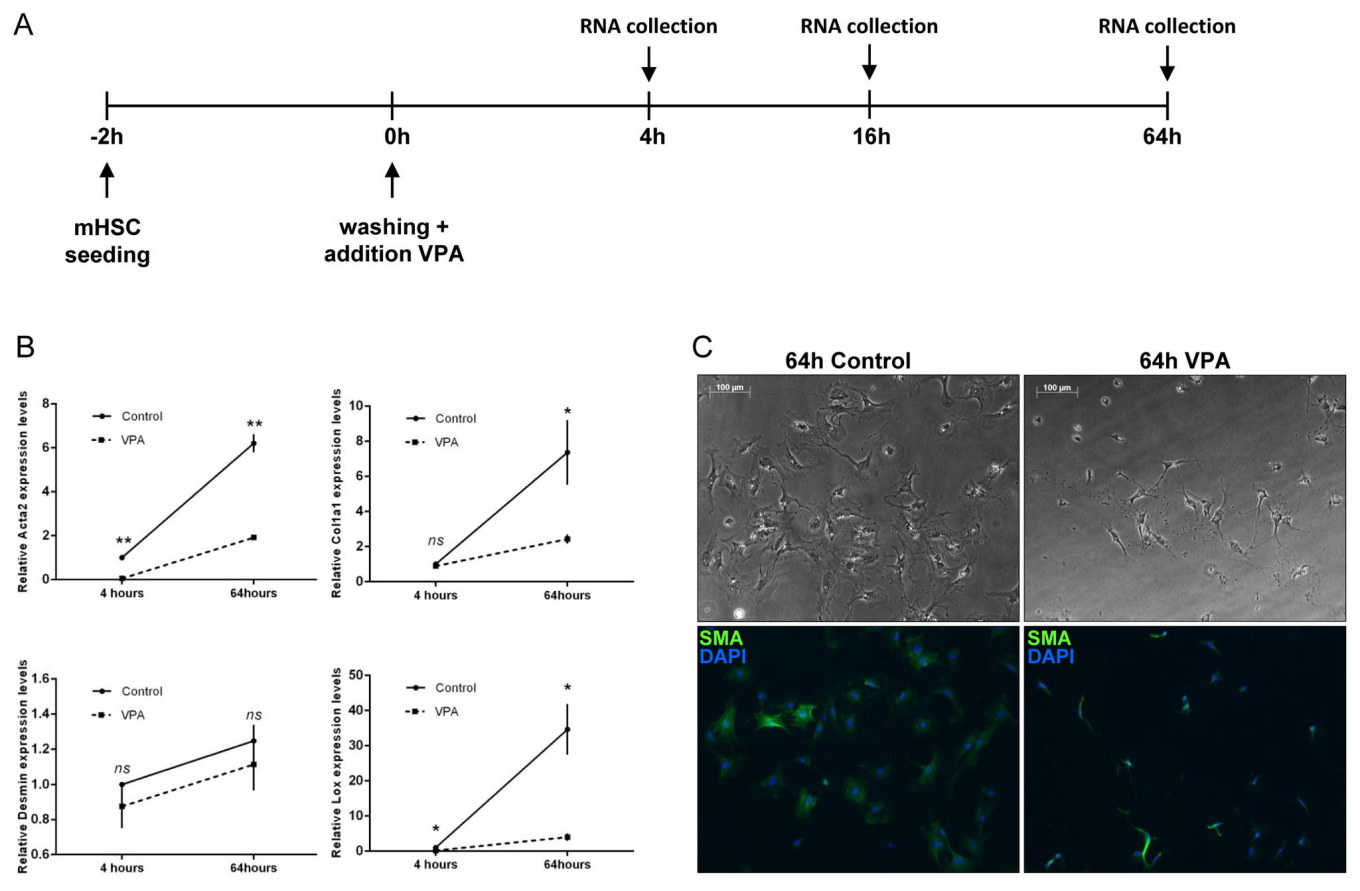
Experimental set-up and sample validation. (**A**) Mouse hepatic stellate cells (HSCs) were isolated from Balb/C CBY jicco mouse livers by Nycodenz gradient. Next, the cells were cultured for 2 hours after which unattached cells and debris were removed by washing. The HSCs were further cultured for 4, 16 and 64 hours in the presence or absence of valproic acid (VPA). (**B**) At the indicated time points, cells were collected for mRNA analysis of HSC activation genes actin, alpha *2*, smooth muscle, aorta (Acta2), lysyl oxidase (Lox), collagen, type *I*, alpha *1* (Col1a1) and Desmin. (**C**) In addition, immunocytochemistry for α-smooth muscle actin (SMA) was performed on cells cultured for 64 hours. Staining was visualized using a secondary Alexa-488 antibody and nuclei were stained with 4’,6-Diamidino-2-phenylindole (DAPI). Experiments were repeated at least 3 times. In the graphs, the results are displayed as means ± SEM. ns = not significant p ≥ 0.05, * p < 0.05, ** p < 0.01.

### Early gene expression changes during hepatic stellate cell activation

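The activation markers Acta2 and Lox differed less between control cells of one time point than between 4 h and 64 h. Acta2, which encodes α-smooth muscle actin, had a log2 level of 10.14 ± 0.18 (SD, n = 3) at 4 h, 11.76 ± 0.27 (SD, n = 2) at 16 h and 12.97 ± 0.02 (SD, n = 3) at 64 h. The levels of Lox, which encodes the collagen cross-linking enzyme lysyl oxidase, were 7.53 ± 0.52 (SD, n = 3), 8.34 ± 0.26 (SD, n = 2) and 10.96 ± 0.09 (SD, n = 3). The spread of both genes between replicates was smaller than their change between 4 h and 64 h. At 4 h the replicates of Lox ran from 6.94 to 7.87 and those of Col1a1, a collagen gene, from 10.32 to 11.17. By 16 h Lox was at 0.81, and its adjusted p was no longer under 0.05 in 5 of 16 alternatives. Over 2602 probe sets that changed at least 2-fold in control culture, each of the 8 control arrays had its highest correlation with an array of its own time point. Clustering of these arrays gave back the 3 time points. The lowest Pearson r within a time point was 0.982 and the highest r between time points 0.886, across probe sets that were chosen for their change on these arrays and are not independent replicates. Across all 23410 tested probe sets the corresponding values of r were 0.993 and 0.983.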

Hierarchical clustering of genes that were at least 2-fold changed during culture induced HSC activation showed a close relation between repeats in our microarray analysis, confirming reproducibility of the isolation and culture procedures (Figure 2A). 

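Between 4 h and 64 h of control culture, Vegfd, a growth factor for lymphatic vessels, rose by 4.98 (SE 0.21, adjusted p = 4.02e-11). S100a6, a calcium-binding protein, rose by 4.10 (SE 0.10, adjusted p = 6.83e-13) and Pdgfd, a platelet-derived growth factor, by 3.72 (SE 0.13, adjusted p = 8.53e-12). Among the genes that fell were many that attract or activate leukocytes. Of 24 measured chemokine and NF-κB response genes 13 fell and none rose, with a median of -1.41 (camera adjusted p = 1.22e-07, adjusted p = 0.18 with an estimated correlation). Ccl2, which attracts monocytes, fell by 4.29 (SE 0.25, adjusted p = 9.23e-10), and Ccl7, another monocyte chemokine, fell by 4.03 (SE 0.26, adjusted p = 4.08e-09). Of 24 immediate early genes, the transcription factors switched on within minutes of a stimulus and their feedback regulators, 14 fell and none rose (camera adjusted p = 1.02e-08, adjusted p = 0.126 with an estimated correlation). Egr2 fell by 3.80 (SE 0.21, adjusted p = 5.45e-10) and Fosb fell by 3.27 (SE 0.13, adjusted p = 3.44e-11). In the list of unfolded protein, heat shock and amino acid stress genes 7 of 15 fell (camera adjusted p = 0.00129, adjusted p = 0.105 with an estimated correlation), among them Hmox1, which encodes heme oxygenase and fell by 2.11 (SE 0.18, adjusted p = 9.71e-08).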

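Few markers of the other liver cell types changed 2-fold, though more had an adjusted p under 0.05. None of 20 Kupffer cell and macrophage markers rose or fell at least 2-fold in limma, where 1 was higher and 7 lower at an adjusted p under 0.05 (2 and 9 at an unadjusted p under 0.05). At an adjusted p under 0.05 and any size of change, 8 sinusoidal endothelial, 9 lymphocyte and 8 hepatocyte markers were lower and 2 sinusoidal endothelial markers higher. Of 20 sinusoidal endothelial markers 2 fell, Plvap and Esam, an endothelial adhesion molecule that fell by 1.16 (SE 0.09, adjusted p = 1.75e-08). Among 16 lymphocyte markers Ccl5 alone fell by 2.78 (SE 0.37, adjusted p = 8.84e-06), and camera gave an adjusted p of 0.039 for that list (adjusted p = 0.209 with an estimated correlation). Of 22 hepatocyte markers albumin (Alb) alone fell by 1.03 (SE 0.43, adjusted p = 0.0492), and it did not pass when adjusted over the list alone or in 8 of 18 alternatives. Fbln2 was the 1 of 17 cholangiocyte, mesothelial and portal fibroblast markers to rise, by 1.28 (SE 0.20, adjusted p = 5.39e-05). In all, 1564 probe sets rose and 868 fell, and 332 of the 868 name several genes. With each array centred on a single probe set that Gapdh shares with its pseudogenes 525 rose and 3928 fell. Values given below as relative to Gapdh rest on that probe set. With each array centred on housekeeping genes 955 rose and 1470 fell.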

In total, 1274 genes were at least two fold changed between 4 and 64 hours in culture. Among them, well-known genes associated with HSC activation like *Acta2, Lox* and *Col3a1* were strongly up regulated while genes related to HSC quiescence such as *Ntm* [5] were down regulated between 4 and 64 hours of culture (Figure 2C). 

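After 64 h Lox rose by 3.43 (SE 0.20, adjusted p = 1.18e-09) from its level at 4 h, Acta2 by 2.83 (SE 0.13, adjusted p = 8e-11) and Col3a1, a fibrillar collagen, by 1.50 (SE 0.19, adjusted p = 6.76e-06), while Ntm, a cell adhesion molecule of quiescent HSCs, fell by 2.52 (SE 0.13, adjusted p = 3.02e-10). Of 16 smooth muscle contractile genes 9 rose and 1 fell, with a median of 1.25 (camera adjusted p = 4.67e-05). Tpm2, a tropomyosin, rose by 2.76 (SE 0.12, adjusted p = 7.43e-11) and the myosin light chain gene Myl9 by 2.66 (SE 0.17, adjusted p = 3.18e-09). Collagen processing and cross-linking genes went the same way, with 10 of 17 higher, none lower and a median of 1.16 (camera adjusted p = 3.95e-09). Among these, the lysyl oxidase relatives Loxl4 and Loxl3 rose by 2.29 (SE 0.14, adjusted p = 1.67e-09) and 1.86 (SE 0.09, adjusted p = 1.62e-10). Of 19 collagen genes 6 rose, Col1a1 by 1.27 (SE 0.18, adjusted p = 1.54e-05) among them, and none fell. The median of the collagens was -0.00 and their mean 0.60, and camera did not call the list (adjusted p = 0.086). Of 18 markers of quiescent HSCs 9 fell and 2 rose, with a median of -0.95 (camera adjusted p = 0.00437, adjusted p = 0.305 with an estimated correlation). Angptl6 fell by 3.16 (SE 0.17, adjusted p = 4.46e-10) and Colec11, a collectin, fell by 2.71 (SE 0.16, adjusted p = 1.4e-09).

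**Figure D1:**
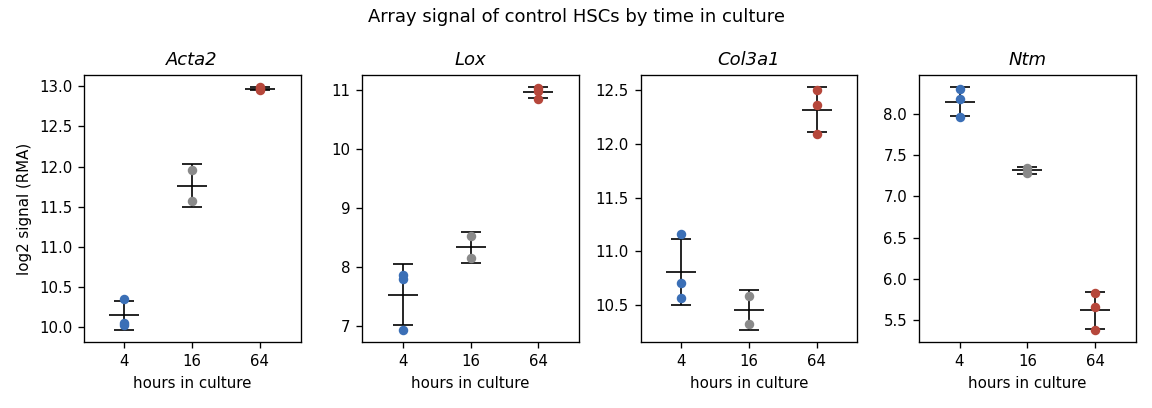
Log2 expression (vertical axis) of Acta2, Lox, Col3a1 and Ntm in control HSCs after 4, 16 and 64 h of culture (horizontal axis), with 1 point per array and the mean ± SD of each group. The level of Col3a1 was 10.81 ± 0.31 (SD, n = 3) at 4 h and 12.32 ± 0.21 (SD, n = 3) at 64 h, and that of Ntm 8.15 ± 0.18 and 5.62 ± 0.22.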

Further analysis revealed eight different trends in gene expression patterns in which known HSC-related genes are represented (Figure 2B). 

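The 8 trends were counted from the changes between 4 h and 16 h and between 16 h and 64 h. S100a6 represents the probe sets that rose in both intervals, with 1.37 (SE 0.11, adjusted p = 6.49e-07) in the earlier and 2.74 (SE 0.11, adjusted p = 1.67e-10) in the later interval, and 31 probe sets did so. The interleukin gene Il33 belongs to the 17 that fell in both, with -2.53 (SE 0.15, adjusted p = 3.5e-08) and then -1.09 (SE 0.15, adjusted p = 2.25e-05). Fat1, a large cadherin, rose by 16 h by 1.94 (SE 0.21, adjusted p = 8.37e-06) and was at 0.33 (SE 0.21, adjusted p = 0.218) afterwards, and 128 probe sets rose in the earlier interval alone. A fall in the earlier interval alone was seen for 145, such as the endothelial selectin gene Sele, which fell by 2.75 (SE 0.35, adjusted p = 4.04e-05). Most numerous were the 906 probe sets that rose after 16 h alone, such as Tmem45a, which rose by 2.65 (SE 0.14, adjusted p = 1.37e-09). The guidance receptor gene Robo2 fell by 2.25 (SE 0.14, adjusted p = 7.45e-09) and was 1 of 463 that fell after 16 h alone. A fall followed by a rise was counted for 121 probe sets and a rise followed by a fall for 6. If the lists of both intervals were independent of each other, 7.46 probe sets would rise in both, 5.88 fall in both, 12.8 fall and then rise, and 3.43 rise and then fall. The arrays at 16 h belong to both intervals, which favours changes in opposite directions. In 50 data sets simulated from the observed group means, the arrays at 16 h were the same in both intervals or drawn separately. A fall followed by a rise was counted for 124 and 120 probe sets on average. For a rise followed by a fall the averages were 7.42 and 6.32. In both cases the observed means already hold the error of the real arrays at 16 h. The simulation therefore cannot say how many of the observed changes come from sharing these arrays.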

Only a minority of the genes changed between 4 and 16 hours of culture. Most alterations occurred between 16 and 64 hours (Figure 2D). 

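Genes of inflammation and acute stress had fallen by 16 h. Of 24 chemokine and NF-κB response genes 12 fell and none rose (13 fell when adjusted over the list alone), with quartiles of -2.46 and -0.43 (camera adjusted p = 1.41e-12, adjusted p = 0.0771 with an estimated correlation). Cxcl10, a chemokine for T cells, fell by 2.86 (SE 0.21, adjusted p = 2.01e-07). Among 24 immediate early genes 14 fell and none rose (camera adjusted p = 9.51e-15, adjusted p = 0.0629 with an estimated correlation), and Egr1 fell by 2.37 (SE 0.22, adjusted p = 1.73e-06). The stress list fell with 4 of 15 members lower (camera adjusted p = 1.99e-08), among them Herpud1, a gene of endoplasmic reticulum stress, which fell by 1.61 (SE 0.10, adjusted p = 4.75e-08). Markers of quiescent HSCs fell too, 7 of 18 (camera adjusted p = 1.99e-08, adjusted p = 0.0771 with an estimated correlation), such as the signalling regulator gene Rgs5, which fell by 1.70 (SE 0.12, adjusted p = 2.11e-07). Over the same interval none of 20 Kupffer cell and macrophage markers rose or fell at least 2-fold in limma (2 lower and 0 higher at an adjusted p under 0.05, 3 and 0 at an unadjusted p under 0.05), with a median of -0.19 (camera adjusted p = 0.0145, adjusted p = 0.528 with an estimated correlation). Of 20 sinusoidal endothelial markers Plvap alone fell by 1.36 (SE 0.15, adjusted p = 1.19e-05), and the median was -0.20 (camera adjusted p = 0.00059, adjusted p = 0.199 with an estimated correlation).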

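After 16 h contractile and matrix remodelling genes rose. Of 16 smooth muscle genes 7 rose, with a median of 0.81 (camera adjusted p = 4.15e-05), Cnn1, the gene of calponin, by 1.84 (SE 0.20, adjusted p = 3.19e-06) and Myh11, a smooth muscle myosin heavy chain, by 2.42 (SE 0.18, adjusted p = 6e-08). Among 17 collagen processing genes 6 rose (camera adjusted p = 1.32e-07), such as Pcolce, an enhancer of procollagen cleavage, by 1.66 (SE 0.12, adjusted p = 4.92e-08). Of 16 matrix metalloproteinases and their inhibitors 5 rose and 1 fell (camera adjusted p = 0.00265, adjusted p = 0.0611 with an estimated correlation), and Mmp10 rose by 2.86 (SE 0.26, adjusted p = 3.78e-07). Of 20 retinoid and lipid droplet genes 8 rose and 1 fell (camera adjusted p = 0.00732, adjusted p = 0.228 with an estimated correlation), Aldh1a1, which makes retinoic acid, by 2.87 (SE 0.13, adjusted p = 3.92e-10). Of 20 Kupffer cell and macrophage markers Lyz2 rose by 1.79 (SE 0.54, adjusted p = 0.0143) and Ctss by 1.12 (SE 0.44, adjusted p = 0.0486), 1 of them when adjusted over the list alone, the first did not pass in 3 and the second in 8 of 16 alternatives, and camera did not call the list (adjusted p = 0.373). Emcn was the 1 of 20 sinusoidal endothelial markers to change and rose by 1.09 (SE 0.16, adjusted p = 4.28e-05). In total 165 probe sets rose and 283 fell between 4 h and 16 h, and 1058 rose and 486 fell between 16 h and 64 h. Of the 486, 243 name several genes. With each array centred on a single probe set that Gapdh shares with its pseudogenes, 39 rose and 842 fell in the earlier interval. With each array centred on housekeeping genes 84 rose and 438 fell.

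**Figure D2:**
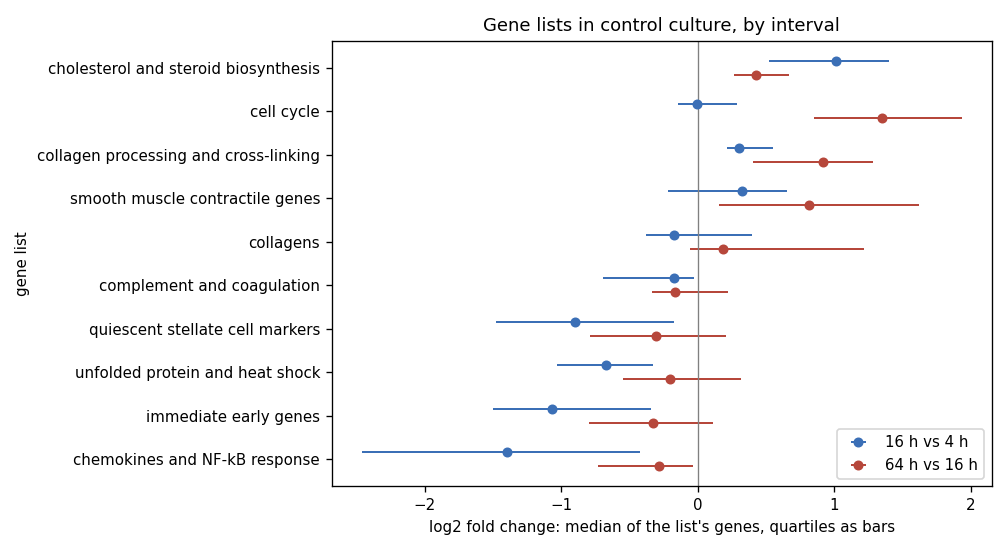
Median log2 change (horizontal axis) of 10 gene lists between 4 h and 16 h and between 16 h and 64 h of control culture, with bars from the 25th to the 75th percentile of the members. The cell cycle list had a median of -0.01 in the earlier interval (mean 0.15) and 1.35 in the later one, and relative to Gapdh the medians of collagen processing and smooth muscle genes in the earlier interval turned negative, at -0.12 and -0.10.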

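Probe sets that moved the same way in both intervals numbered 48, 31 higher and 17 lower. Monocyte chemokines were among those that fell, with Ccl7 at -2.59 (SE 0.30, adjusted p = 1.42e-05) by 16 h and -1.44 (SE 0.30, adjusted p = 0.000999) after it. The immediate early gene Egr2 moved likewise, by -2.49 (SE 0.23, adjusted p = 2.22e-06) and -1.31 (SE 0.23, adjusted p = 0.000296). The count of 17 rests on the 2 arrays at 16 h, since it was 11 without Ctrl16h replicate 1 and 63 without Ctrl16h replicate 2. Relative to a single probe set that Gapdh shares with its pseudogenes 3 probe sets rose and 108 fell in both intervals. Relative to housekeeping genes 12 rose in both.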

Of the early changed genes, 38 continued the trend observed between 4 and 16 hours towards 64 hours (top 2 panels in Figure 2B). Among them were *Acta2, Col5a2, Col8a1* which were up regulated, and *Bmp2, Cxcl1* and *Cxcl2* that were down regulated. 

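Acta2 rose by 1.62 (SE 0.14, adjusted p = 1.36e-06) by 16 h (n = 3 at 4 h and 2 at 16 h) and by 1.21 (SE 0.14, adjusted p = 6.46e-06) from there to 64 h (n = 3). Col5a2, a fibrillar collagen, rose 2.14-fold (SE of the log2 change 0.16, adjusted p = 0.000131) and then by 1.25 (SE 0.16, adjusted p = 1.37e-05) on the log2 scale, and Col8a1, a short-chain collagen, by 1.35 (SE 0.15, adjusted p = 1.16e-05) and then by 2.82 (SE 0.15, adjusted p = 1.83e-09). Of the genes that fell, Bmp2, a bone morphogenetic protein, was at -1.66 (SE 0.18, adjusted p = 1.01e-05) by 16 h and -1.43 (SE 0.18, adjusted p = 1.49e-05) after 16 h. The neutrophil chemokine gene Cxcl1 was at -2.18 (SE 0.33, adjusted p = 0.000204) and -2.47 (SE 0.33, adjusted p = 2.32e-05). Cxcl2, a chemokine of the same family, was at -2.77 (SE 0.56, adjusted p = 0.00199) and -1.94 (SE 0.56, adjusted p = 0.0112), and its fall after 16 h did not pass with eBayes trend and robust settings (adjusted p = 0.0545), without Ctrl16h replicate 1 (0.0553) or without Ctrl16h replicate 2 (0.0597).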

Top 30 lists of the changes between the different time points are available in Table S1. Ingenuity pathway analysis of the progressively down and up regulated genes showed that most of these genes are involved in “cellular growth and proliferation”, “cellular movement” and “lipid metabolism” (Figure 2E). These processes are all known to be linked to HSC activation and shows that the fibrogenic program is activated quickly after seeding of freshly isolated HSCs.

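By 16 h a few contractile and matrix genes had risen, and a few of signalling and matrix breakdown had fallen. Of 16 smooth muscle contractile genes Acta2 and Myl9 rose, Myl9 by 1.11 (SE 0.19, adjusted p = 0.000524), and the median was 0.32, or -0.10 relative to Gapdh (camera adjusted p = 0.0292, adjusted p = 0.139 with an estimated correlation). No member of 17 collagen processing genes rose at least 2-fold, though limma gave an adjusted p under 0.05 to 10 that were higher and 1 that was lower (13 and 1 at an unadjusted p under 0.05). The median of that list was 0.30 (camera adjusted p = 0.000196, adjusted p = 0.0862 with an estimated correlation), and -0.12 relative to Gapdh. Among 19 collagen genes 3 rose and 1 fell, with a median of -0.17, a mean of 0.03 and no call by camera (adjusted p = 0.479). Of 16 metalloproteinases and inhibitors 2 fell, Mmp13 and Mmp19, which fell by 2.16 (SE 0.20, adjusted p = 2.49e-06), and camera did not call the list (adjusted p = 0.16, adjusted p = 0.289 with an estimated correlation). Of 24 genes of the TGF-β and BMP pathway 1 rose and 3 fell (median -0.33, camera adjusted p = 0.0276, adjusted p = 0.139 with an estimated correlation). Tgfbi, a matrix protein induced by TGF-β, fell by 1.73 (SE 0.17, adjusted p = 2.86e-06), and Id2, an inhibitor of differentiation, rose by 1.24 (SE 0.13, adjusted p = 5.38e-06). Among 34 cell cycle genes Mcm2, a DNA replication factor, alone rose, by 1.62 (SE 0.10, adjusted p = 3.61e-08). From the cellular functions assigned to the genes that moved the same way in both intervals (Figure 2E), which it describes as linked to HSC activation, the paper concludes that the fibrogenic program is switched on soon after seeding.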

**Figure 2:**
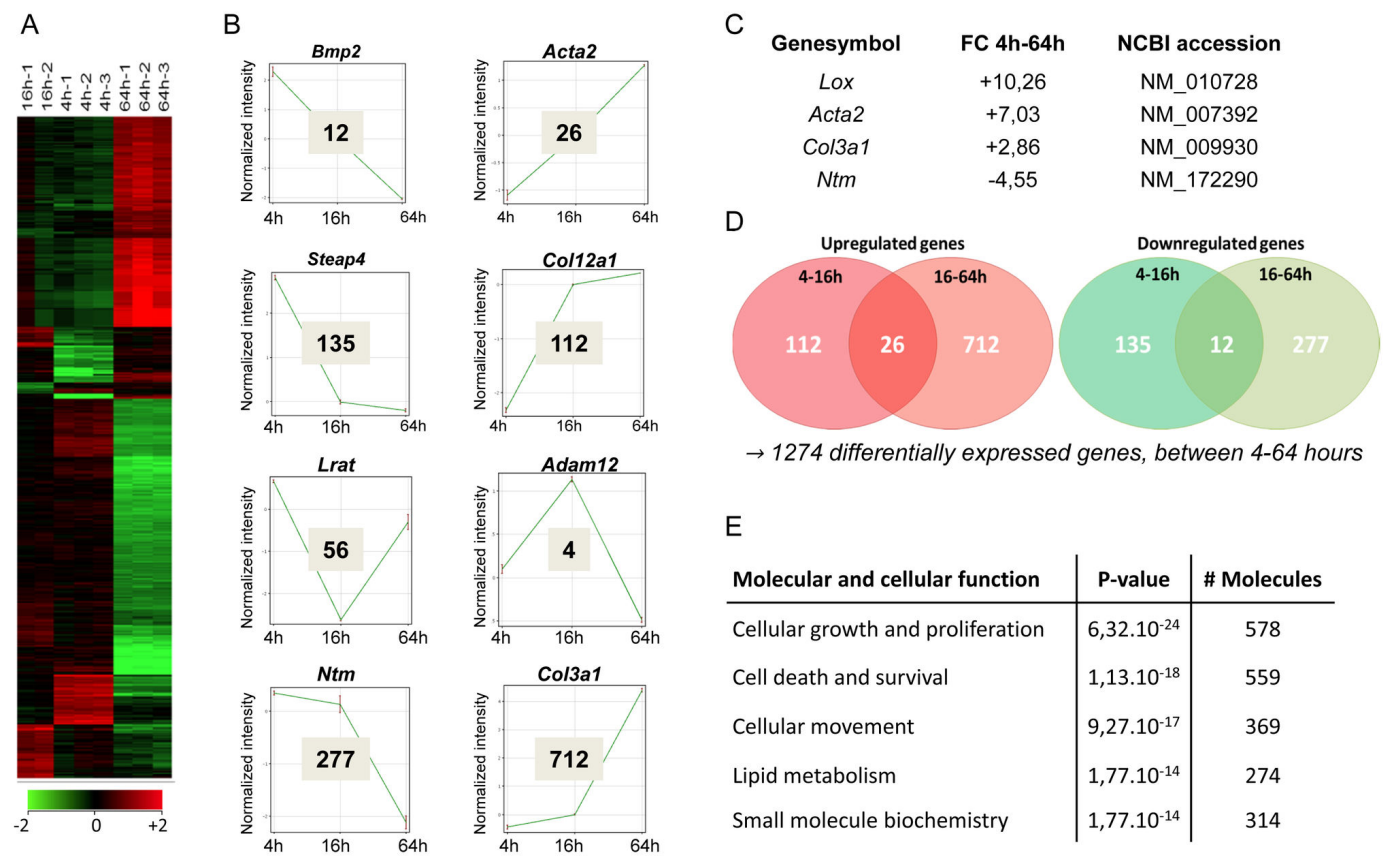
Gene expression pattern changes during early culture induced mHSC activation. Hepatic stellate cells were isolated from normal mice and cultured in 10% fetal bovine serum. 4 hours, 16 hours and 64 hours after washing of the cells mRNA was extracted, cRNA was generated and a microarray analysis was performed. (**A**) Shown is a representative graph of 2 or 3 separate HSC isolations per group (“1,” “2,” and “3”) containing all genes that were more than 2-fold up regulated (shown in red) or down regulated (shown in green) in at least 1 of the time points in comparison with quiescent HSCs (4h) (one-way anova, P < 0.05 followed by Benjamini-Hochberg correction). (**B**) Graphic representation of observed trends in gene expression changes during early HSC activation. Normalized intensities are shown and a known HSC associated gene is given that follows the trend. A representative gene for each trend is shown above each graph. (**C**) Table representing fold changes of known HSC activation/quiescence markers. (**D**) The Venn diagram shows overlapping patterns of probe sets that were significantly (P < 0.05) and at least 2-fold up regulated and down regulated between 2 time points. Probe sets that were 2-fold up regulated or down regulated in one group of which the trend was continued with a 2-fold up or down regulation between 16-64h are in the intersection of the Venn diagram. (**E**) Top 5 “molecular and cellular functions” identified by Ingenuity Pathway Analysis performed with the genes from the Venn diagram intersection.

### Valproic acid treatment significantly changes the gene expression pattern of hepatic stellate cells

Since VPA treatment can at least partially prevent and reverse HSC activation [13], we included VPA treated HSCs in the gene expression profiling. 

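VPA, an inhibitor of histone deacetylases, was present at 2.5 mM in 6 of the 14 cultures. The VPA4h arrays (n = 3) were compared with Ctrl4h (n = 3) and the VPA64h arrays (n = 3) with Ctrl64h (n = 3) in the same limma fit as the control cultures. Whether the effect of VPA differed between the time points was tested as a contrast of its own, the effect at 64 h minus the effect at 4 h. The Ctrl64h arrays enter both the change in culture and the VPA effect at 64 h, which by itself makes these 2 changes run against each other. Their covariance over the tested probe sets was -0.0787, and in 50 simulated data sets without group differences, where it comes from the shared arrays alone, it was -0.0067 on average. The change from VPA4h to VPA64h and the change from Ctrl4h to Ctrl64h have no array in common. Over all tested probe sets, the leading principal component held 59.5% of the variance and separated the time points, with mean scores of -43.9 for Ctrl4h, -37.1 for VPA4h, -16.1 for Ctrl16h, 51.5 for Ctrl64h and 40.3 for VPA64h. The next component held 15% and separated the VPA arrays, at -24.9 after 4 h and -21 after 64 h, from Ctrl4h at 12.7, Ctrl16h at 27.4 and Ctrl64h at 14.9.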

Of the genes changed during HSC activation, the expression of 147 genes was normalized by VPA treatment to levels similar to the 4 hours control expression level. 

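VPA held back the rise of some contractile genes. Actg2, a smooth muscle actin, rose by 2.46 (SE 0.16, adjusted p = 4.37e-09) between 4 h and 64 h of control culture and was at 0.15 (SE 0.16, adjusted p = 0.473) over the same time with VPA. Myh11 rose by 2.10 (SE 0.16, adjusted p = 2.63e-08) in control culture and was at 0.06 (SE 0.16, adjusted p = 0.78) with VPA. Of 16 smooth muscle contractile genes 3 were lower in VPA64h than in Ctrl64h and none was higher, with a median of -0.55 (camera adjusted p = 4.05e-05). Acta2 was 1 of the 3 and fell by 1.17 (SE 0.13, adjusted p = 7.96e-06), but its rise was hardly held back. It was at -0.89 (SE 0.13, adjusted p = 8.05e-05) with VPA after 4 h already and rose by 2.55 (SE 0.13, adjusted p = 3.93e-10) between VPA4h and VPA64h, and the difference of the VPA effects did not pass, at -0.28 (SE 0.18, adjusted p = 0.369). A probe set was counted as normalized where it changed between Ctrl4h and Ctrl64h, changed the opposite way between Ctrl64h and VPA64h, and lay within 2-fold of Ctrl4h in VPA64h. Of the 2432 probe sets that changed in culture, 299 changed the opposite way with VPA and 185 of these (7.61% of the 2432) were also within 2-fold of Ctrl4h, 158 higher and 27 lower in control culture. Across the 2432 probe sets, which were selected for a large change without VPA, the change with VPA went the same way for 96.8%. Counted in the direction of the change without VPA, the change with VPA was smaller for 83.6%. That share includes every probe set that went the opposite way, whatever the size of its change. The slope of the change with VPA on the change without it was 0.67 and Pearson's r 0.895, across probe sets that are not independent replicates. That r spans risers and fallers together. Among the 1564 that rose in control culture the slope was 0.588 and r 0.449, and among the 868 that fell 0.686 and 0.684. Fitted the other way round, an alternative added after the data were seen, the slope was 1.2 over all 2432. It was 0.343 among those that rose and 0.681 among those that fell, so the pooled value holds within neither direction. Over all 23410 tested probe sets, without that selection, the change with VPA went the same way for 81.4%. By the same count it was smaller for 66.3%. Since the 66.3% includes those that went the opposite way, it does not by itself show a smaller change. The slope was 0.689, and 0.945 the other way round.

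**Figure D3:**
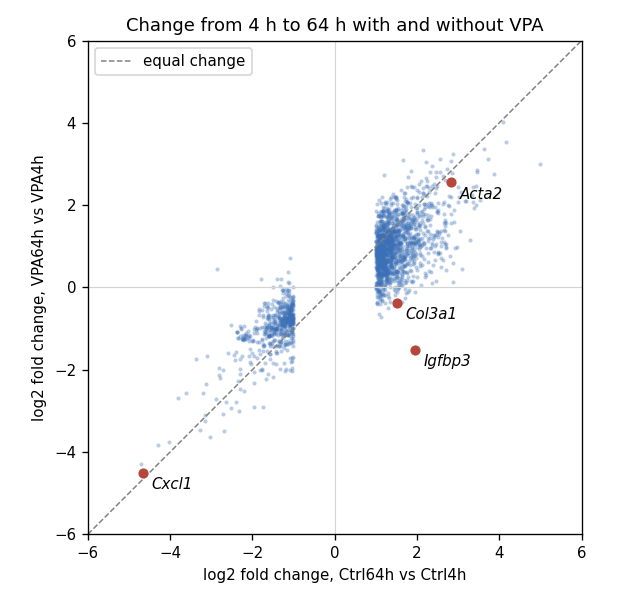
Log2 change from VPA4h to VPA64h (vertical axis) against the log2 change from Ctrl4h to Ctrl64h (horizontal axis), with 1 point for each of 2042 probe sets with 1 gene symbol that changed in control culture. The dashed line marks equal change. Selection on the horizontal axis by itself favours a smaller change on the vertical axis.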

Clustering analysis was used to identify prevalent gene expression patterns. Only statistically significant differentially expressed genes after 64 hours of VPA treatment (vs. 64 hours Control) were considered in the clustering algorithm, since we were interested in genes that were modified when HSC activation was inhibited. Using this approach, we selected two gene expression patterns. 

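VPA lowered genes of cell division after 64 h. Of 34 cell cycle genes 13 were lower in VPA64h than in Ctrl64h and none was higher, with a median of -0.90 (camera adjusted p = 1.84e-29). Ccna2, a cyclin of S phase, fell by 2.05 (SE 0.11, adjusted p = 9.76e-09) and Top2a, a topoisomerase of dividing cells, fell by 1.67 (SE 0.09, adjusted p = 7.71e-09). The growth factor gene Vegfd, which rose in culture, fell by 2.09 (SE 0.21, adjusted p = 3.45e-06) with VPA. Col14a1, a collagen at the surface of fibrils, fell by 2.38 (SE 0.12, adjusted p = 7.71e-09) with VPA. In control culture it was at -0.00 (SE 0.12, adjusted p = 0.994) between 4 h and 64 h, with a dip between these times. Its level was 12.02 to 12.28 in Ctrl4h, 10.80 and 10.42 in Ctrl16h and 12.02 to 12.25 in Ctrl64h. In the opposite direction, Serpinb2, an inhibitor of plasminogen activators, fell by 2.86 (SE 0.41, adjusted p = 2.41e-05) in control culture and rose by 2.74 (SE 0.41, adjusted p = 0.000165) with VPA. In all, 263 probe sets were lower with VPA and had not fallen in culture, and 220 were higher with VPA and had not risen in culture. None of 20 Kupffer cell markers, 22 hepatocyte markers or 16 lymphocyte markers rose or fell at least 2-fold between VPA64h and Ctrl64h in limma. At an adjusted p under 0.05 3 Kupffer cell markers were lower and 1 hepatocyte marker was lower and 1 higher, and at an unadjusted p under 0.05 5 Kupffer cell markers were lower, 1 hepatocyte marker was lower and 1 higher, and 2 lymphocyte markers were lower and 1 higher. Camera did not call the Kupffer cell list (median -0.17, adjusted p = 0.226), but it did with the replicate number as a block within each time point (adjusted p = 0.027). Of 20 sinusoidal endothelial markers Esam rose and Emcn fell (median -0.28, camera adjusted p = 0.0424, adjusted p = 0.744 with an estimated correlation). At a 1.5-fold change the counts were 821 and 783. The count of 220 was 146 without Ctrl64h replicate 2, 123 with 1 probe set per gene and 341 with each array centred on housekeeping genes.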

On the one hand, we grouped 1283 genes that were unchanged or up regulated during HSC activation and at least 2-fold down regulated after VPA treatment (Figure 3A) and on the other hand we assembled 1083 genes with unchanged or down regulated expression during HSC activation and at least 2-fold up regulated expression after VPA treatment (Figure 3B). The top-5 of these two predefined groups was further investigated in *in vitro* and *in vivo* activated cells, and in different freshly isolated liver cell types. A more elaborate list of VPA sensitive genes is shown in Table 2A. Noteworthy is that VPA-dependent up regulation of genes mostly occurs in genes that are not differentially expressed during HSC activation (Figure 3B table).

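Several of the genes that rose most with VPA were flat in control culture in the main fit. Flatness depends on the scaling, since centring on Gapdh moves the median change between 4 h and 64 h by -0.56 and centring on housekeeping genes by -0.25. Sort1, another of the genes that rose most, was at -0.72 relative to Gapdh (adjusted p = 1.3e-05). Relative to housekeeping genes Sort1 was at -0.40 (adjusted p = 0.00841). Serpini1, a neuronal protease inhibitor, rose by 2.28 (SE 0.12, adjusted p = 7.71e-09) with VPA after 64 h and was at 0.25 (SE 0.12, adjusted p = 0.0845) in culture. For Tubb2b, a β-tubulin, the change with VPA was 2.18 (SE 0.13, adjusted p = 1.45e-08) and that in culture 0.13 (SE 0.13, adjusted p = 0.413), and for Elovl4, a fatty acid elongase, 2.18 (SE 0.11, adjusted p = 6.71e-09) and -0.14 (SE 0.11, adjusted p = 0.28). Of the 234 probe sets higher in VPA64h than in Ctrl64h, 110 (47%) had not changed between 4 h and 64 h of culture, 110 had fallen and 14 had risen. Independent lists would share 8.68 probe sets that fell in culture and rose with VPA. Among the 234, 71 name several genes, and of the 163 with 1 gene symbol 108 (66.3%) had not changed in culture, 41 had fallen and 14 had risen. Of the 268 probe sets lower with VPA, 74 (27.6%) had not changed in culture, 189 had risen and 5 had fallen, and independent lists would share 17.9 that rose in culture and fell with VPA. Counted with 1 probe set per gene, 137 were higher with VPA. With each array centred on housekeeping genes 357 were higher and 187 lower with VPA. With each array centred on a single probe set that Gapdh shares with its pseudogenes the counts were 163 and 360.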

**Figure 3:**
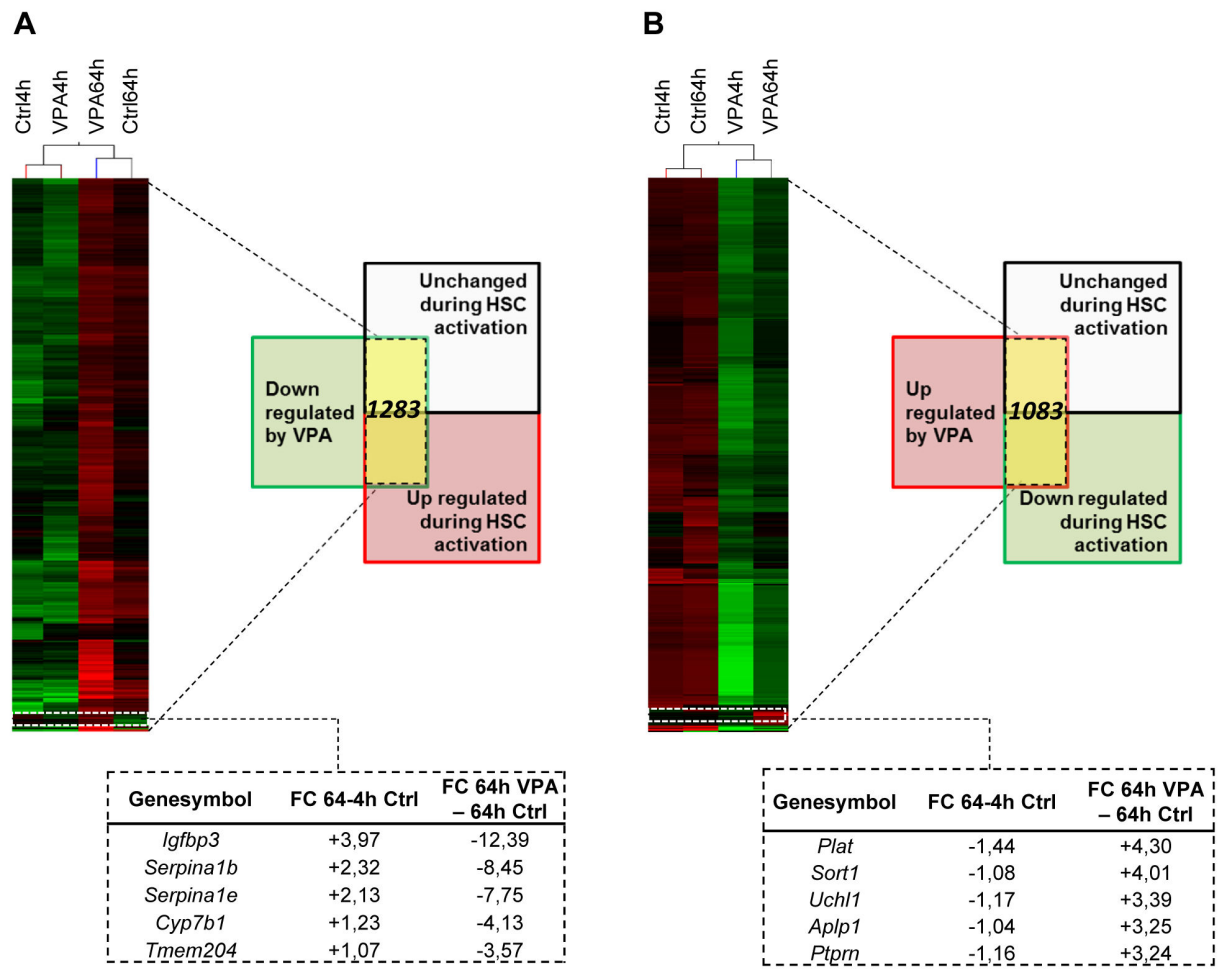
Gene expression changes by VPA treatment. (**A**) Hierarchical clustering analysis on genes with statistical significance (one-way anova, P < 0.05 followed by Benjamini-Hochberg correction), with at least a 2-fold down regulation by valproic acid (VPA) treatment (Ctrl64h vs. VPA64h) and with an up regulated/unchanged expression during hepatic stellate cell (HSC) activation. (**B**) Hierarchical clustering analysis on genes with statistically significance (one-way anova, P < 0.05 followed by Benjamini-Hochberg correction), with at least a 2-fold up regulation by VPA treatment (Ctrl64h vs. VPA64h) and with a down regulated/unchanged expression during HSC activation. Gene selection used for clustering analysis is highlighted in yellow in both schemes and the 5 top genes from this group are extracted from the clustering tables. Green color indicates a low expression value, black color indicates an intermediate expression value and red color indicates a high expression value.

### Identification of Igfbp3 as a novel gene associated with hepatic stellate cell activation

To confirm the top-5 genes from of our profiling analysis, qPCR was performed on biological repeats of freshly isolated HSCs cultured with or without VPA supplementation. Within the group of VPA-up regulated genes, Ubiquitin carboxy-terminal hydrolase L1 (*Uchl1*), amyloid beta (A4) precursor-like protein 1 (*Aplp1*), plasminogen activator tissue (*Plat*) and protein tyrosine phosphatase receptor type N (*Ptprn*) were constantly expressed or down regulated during early activation and clearly up regulated after 64 hours VPA treatment, confirming the profiling results (Figure 4A). With respect to the top VPA-down regulated genes, only *Igfbp3* profiles were confirmed by qPCR analysis (Figure 4B). The other VPA-down regulated genes identified by the expression profiling could not be confirmed as significantly changed genes by VPA treatment (results not shown). To get insight into the *in vivo* relevance of the observed gene expression alterations, we investigated the *in vitro* validated genes in HSCs that were isolated from mice treated with CCl_4_ ± VPA for 2 weeks. In such VPA-treated mice, HSCs are less activated [18] as shown by the expression levels of *Acta2* and *Lox* in HSCs isolated from these mice (Figure 4C). We observed an up regulation of *Igfbp3* following CCl_4_ treatment while this increase was reduced in mice treated with CCl_4_ and VPA (Figure 4D). On the other hand for *Uchl1, Aplp1, Ptprn* and *Plat*, the VPA-dependence of these genes *in vivo* did not match with the *in vitro* mRNA changes (Figure 4E and results not shown). To determine whether *Igfbp3* is expressed in other liver cell types besides HSCs, *Igfbp3* mRNA levels were investigated in freshly isolated liver cell types. The highest *Igfbp3* expression was observed in 10 day-activated HSCs when compared to quiescent HSCs, hepatocytes, Kupffer cells and liver sinusoidal endothelial cells (Figure 4F). The early up regulation of *Igfbp3* expression in HSCs observed at 64 hours clearly continues to levels that reach an approximately 50-fold induction at day 10. Together, these data suggest that *Igfbp3* is a marker of activated HSCs.

**Figure 4:**
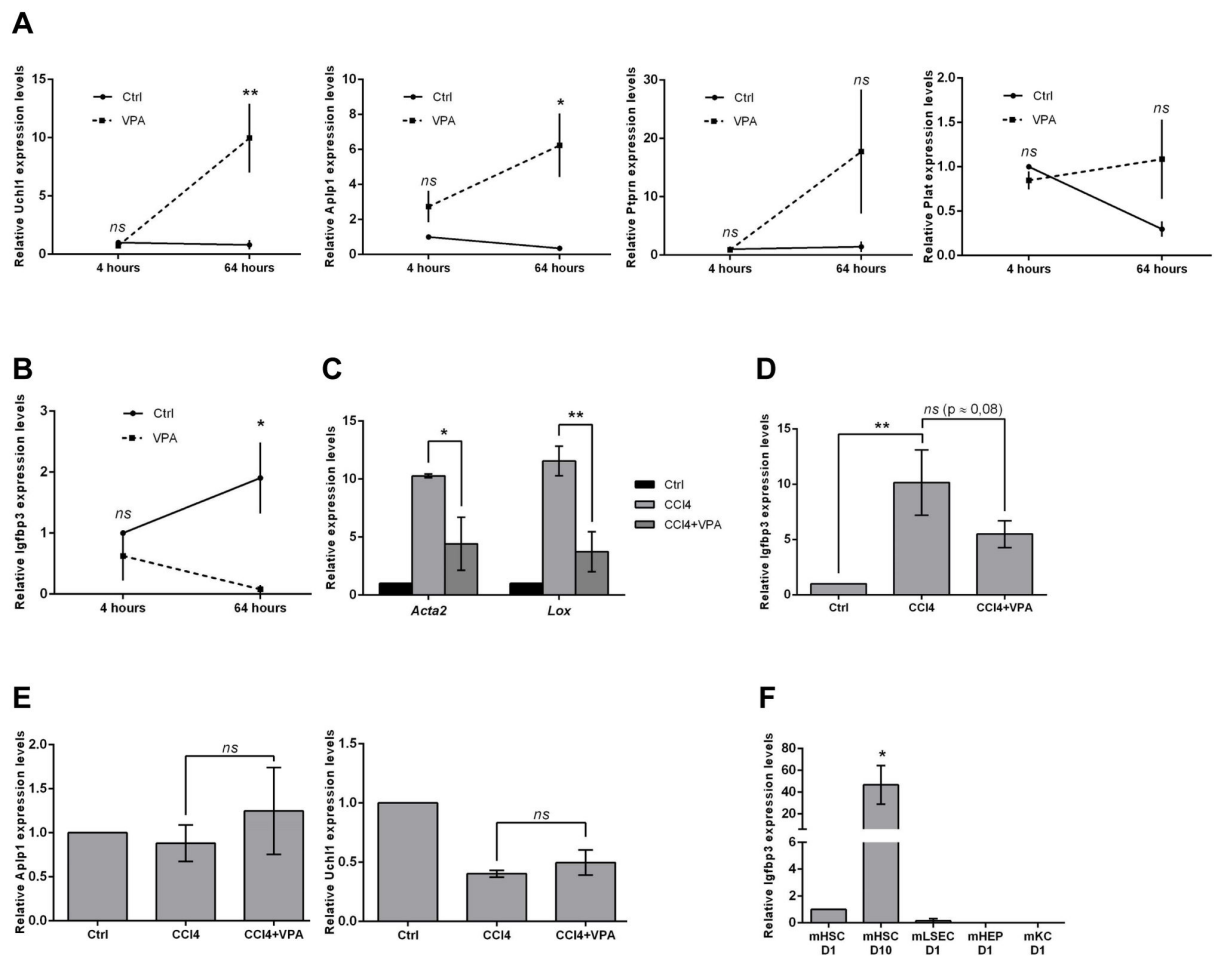
Validation of VPA-dependent genes during HSC activation *in* *vitro* and *in* *vivo*. (**A**, **B**) mRNA levels of *Uchl1*, *Aplp1*, *Prtpn, Plat* and *Igfbp3* in *in* *vitro* activating HSCs cultured for 4 or 64 hours with or without VPA supplementation determined by qPCR. n=3 (**C**) mRNA expression of HSC activation markers *Acta2* and Lox in HSCs isolated from CCl_4_ treated mice , (**D**) *Uchl1*, *Aplp1* and *Igfbp3* mRNA levels in *in* *vivo* activated hepatic stellate cells (HSCs). The cells were isolated from Balb/C jicco CBY mice that were treated for 2 weeks with CCl_4_ with or without VPA supplementation to the drinking water. (**E**) Different liver cell types were isolated from healthy mouse livers; hepatocytes were obtained with Percoll gradients, HSCs with Nycodenz gradients and KC and LSECs were isolated using respectively FACS based F4/80- and CD146-FITC-positivity. QPCR analysis was performed for *Igfbp3* mRNA in the different liver cell types. Experiments were repeated at least 2 times. In the graphs, the results are displayed as means ± SEM. ns = not significant p ≥ 0.05, * p < 0.05, ** p < 0.01.

### Igfbp3 is important for the stellate cell migratory capacity during activation

To evaluate the importance of *Igfbp3* during HSC activation, the gene was silenced in freshly isolated HSCs by siRNA transfection. QPCR on day 5 and day 9 demonstrates a successful knock-down (Figure 5A). Despite this knock-down, expression of HSC activation markers *Acta2*, *Lox* and *Col1a1* (Figure 5B) did not change significantly and proliferation was not affected (Figure 5C). Functionally, Igfbp3 knock-down reduced migration of day 9 activated HSCs in a PDGFBB dependent transwell assay (Figure 5D). Prompted by the transwell assay results, we investigated the expression of migration related genes in *Igfbp3* knock-down cells. We looked at cell-ECM adhesion molecules paxillin (*Pxn*) [19] and vinculin (*Vcl*) [20], cell migration and contraction related myosins (myosin heavy chain II A and B; *Myh9* and *Myh10* resp and Smooth muscle myosin, *myh11*)[21] and at the expression of matrix metalloproteinases (*Mmp2* and *Mmp9*). Of the tested genes only the expression of MMP9 was influenced by *Igfbp3* silencing and the up regulation of MMP9 could also be confirmed on protein level by WB (Figure 5E, F). To test whether the deregulation of MMP9 could explain the reduced migration, we performed a rescue experiment using recombinant murine TIMP-1 in the wound healing assay. 100 ng/mL TIMP-1 administration restored the migratory capacity of the siIgfbp3-transfected HSCs in the wound healing assay (Figure 5G). To further confirm that these observations are related to MMP9 regulation; the mRNA expression of *MMP1a, MMP3, MMP11, MMP13* and *MMP19* was analyzed. These were all unaffected by silencing of Igfbp3 (Figure S1). To test the involvement of MMP9 in HSC migration we have used an MMP9 selective inhibitor. Treatment with this compound lead to a dose-dependent decrease of the wound size in the wound healing experiments. (Figure 5H).

**Figure 5:**
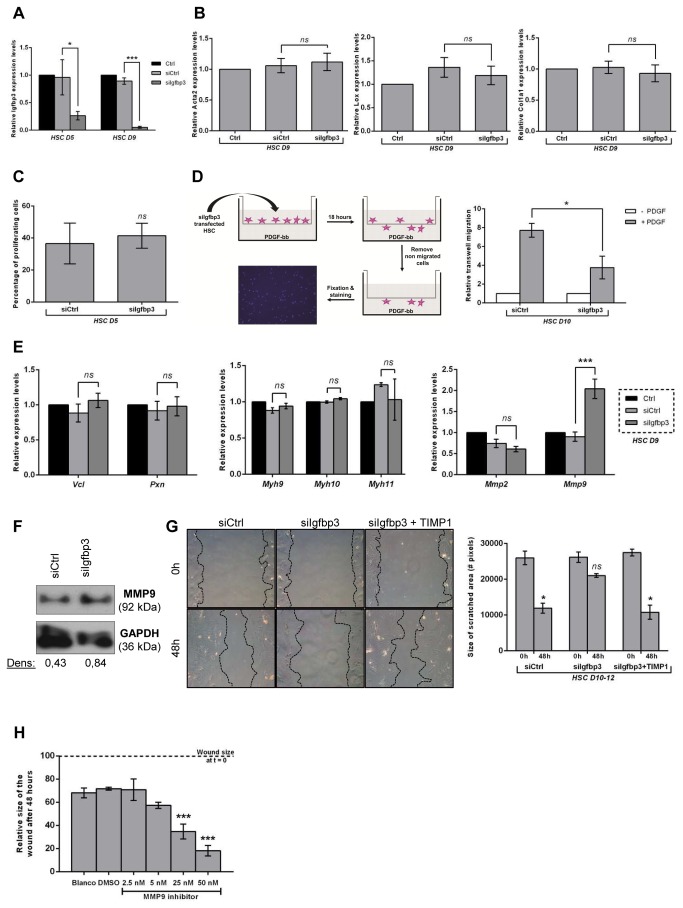
Effect of Igfbp3 knock-down on gene expression, migration and proliferation in activating HSCs (A) mRNA levels of *Igfbp3* in activating day 5 HSCs (HSC D5, once transfected at day 1) and day 9 HSCs (HSC D9, twice transfected at day 5/day7) transfected with a control siRNA (siCtrl) or with an siRNA for *Igfbp3* (siIgfbp3). (**B**) *Acta2*, Lox and *Col1a1* mRNA levels in activated day 9 HSCs transfected with siCtrl or with siIgfbp3 (**C**) Influence of *Igfbp3* knock-down on the proliferation of hepatic stellate cells (HSCs). At day 2, siIgfbp3-transfected (at day 1) and siCtrl-transfected HSCs were exposed to EdU, fixed 2 days later and stained for DNA-incorporated EdU. The percentage of EdU-positive cells is given. (**D**) Principle of PDGFbb-induced transwell migration (left). siIgfbp3 transfected HSCs were plated at day 9 in transwell inserts. Migration was determined 18 hours (h) later and compared to HSCs transfected with siCtrl. Results are relative to siCtrl/siIgfbp3 transfected HSCs without PDGFbb supplementation (right). (**E**) Vinculin (Vcl), Paxillin (Pxn), myosin heavy chain 9, 10, 11 (Myh9, -10, -11) and matrix metalloproteinase 2, 9 (Mmp2, -9) mRNA levels in activated day 9 HSCs transfected with siCtrl or with siIgfbp3 (**F**) Protein levels for MMP9 and GAPDH on day 9 HSCs transfected twice with siCtrl or siIgfbp3. Densitometry values (dens) for MMP9 relative to the GAPDH loading control are displayed below the Western blot. (**G**) Representative images of HSCs at 0 and 48h after wounding (left), and quantification of migration (right). HSCs were transfected with siCtrl, siIgfbp3 or siIgfbp3 in combination with a supplementation of 100 ng/mL recombinant murine TIMP-1 (siIgfbp3 + TIMP-1). Experiments were repeated at least 3 times. Results in the graphs are expressed as means ± SEM. (**H**) The contribution of MMP9 to HSC migration was evaluated by treatment of activated HSCs with an MMP9 selective inhibitor, using different concentrations, n=2. Migration is expressed as relative to the width of the wound at the start of the scratch. ns = non-significant p ≥ 0.05, * p < 0.05, ** p < 0.01, *** p < 0,001.

## Discussion

In their quiescent state, HSCs are responsible for maintaining a normal ECM turnover. This process is tightly regulated by the production of matrix proteins and matrix remodeling enzymes. Different stimuli like viruses, alcohol, reactive oxygen species, and adipocytokines can lead to activation of HSCs that produce abnormal amounts of ECM and inflammatory mediators, leading to liver fibrosis. Although, the activation of HSCs has been extensively studied, very little information is available on the changes at gene expression level during the onset of myofibroblastic differentiation, as most profiling studies have been performed on cells cultured for at least 24 hours [5,11,12]. In contrast, in this study we focused on finding key genes that are important during early HSC activation (4h, 16h and 64h). In addition, we chose to compare expression profiles of normal HSC cultures, with profiles of HSCs treated with VPA that can maintain HSCs in a quiescence-like state [13]. We hypothesised that this inhibitor would preserve quiescence by altering key regulators of the activation process thereby facilitating the identification of such genes. 

Our gene expression profiling approach allowed the identification of genes changing between 4 and 16 hours in culture. We observed 8 different expression trends during early stellate cell activation. Of the 1274 genes with altered expression, only a minority of the genes changed progressively between the 3 time points (12 down regulated and 26 up regulated). This emphasizes the importance of implying multiple time points, when conclusions on gene expression changes are made. 

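Steap4, a metalloreductase, fell by 2.72 (SE 0.16, adjusted p = 3.61e-08) by 16 h and was at 0.94 (SE 0.16, adjusted p = 2e-04) between 16 h and 64 h, under the 2-fold limit. Col12a1, a collagen at the surface of fibrils, rose by 1.59 (SE 0.20, adjusted p = 4.23e-05) by 16 h and was at 0.18 (SE 0.20, adjusted p = 0.507) afterwards. Ntm and Col3a1 moved in the later interval. Ntm was at -0.83 (SE 0.15, adjusted p = 0.000669) by 16 h and fell by 1.69 (SE 0.15, adjusted p = 2.48e-07) from there, and Col3a1 was at -0.36 (SE 0.22, adjusted p = 0.304) and then rose by 1.86 (SE 0.22, adjusted p = 5.36e-06).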

In four of the trends the expression was stable (<2 fold, represented by *Steap4, Col12a1, Ntm* and *Col3a1*) between 2 of the 3 analyzed time points. A pathway analysis was performed for these genes showing that steroid biosynthesis and cell cycle pathways genes were enriched in the up regulated genes while complement and coagulation cascade pathway genes were enriched in the down regulated genes (Table S3). 

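Genes of cholesterol and steroid synthesis rose early. By 16 h 9 of 18 had risen and none had fallen, with a median of 1.01 (camera adjusted p = 5.37e-17), Fdft1, the squalene synthase, by 1.78 (SE 0.12, adjusted p = 7.71e-08) and Sqle, which oxidises squalene, by 1.49 (SE 0.09, adjusted p = 4.75e-08). Between 16 h and 64 h 1 of 18, Ebp, rose (camera adjusted p = 4.15e-05, adjusted p = 0.0848 with an estimated correlation). Over the whole of 4 h to 64 h 14 of 18 were higher (camera adjusted p = 7.34e-13), with Idi1 at 2.46 (SE 0.13, adjusted p = 3.02e-10). Cell cycle genes rose after 16 h, 20 of 34 with a median of 1.35 (camera adjusted p = 5.23e-23). Bub1, a mitotic checkpoint kinase, rose by 2.77 (SE 0.12, adjusted p = 2.78e-10) and Cdk1, the kinase that drives mitosis, by 2.56 (SE 0.14, adjusted p = 2.17e-09). From 4 h to 64 h 23 of 34 were higher (camera adjusted p = 3.69e-21), with Rrm2, a subunit of ribonucleotide reductase, at 2.70 (SE 0.12, adjusted p = 9.45e-11). Complement and coagulation genes fell early, 8 of 42 by 16 h with a median of -0.17 (camera adjusted p = 1.7e-05, adjusted p = 0.0771 with an estimated correlation), such as the complement gene C1ra, which fell by 1.76 (SE 0.16, adjusted p = 1.73e-06). After 16 h 3 of 42 rose, among them Pros1, the anticoagulant protein S, by 1.46 (SE 0.10, adjusted p = 3.05e-08), and camera did not call the list (adjusted p = 0.636). Over the whole time 7 of 42 were lower (camera adjusted p = 0.00159, adjusted p = 0.18 with an estimated correlation), with F3, the tissue factor that starts coagulation, at -1.27 (SE 0.12, adjusted p = 2.09e-07).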

For 60 genes there was a transient change between 4-16-64 hours in culture. 

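Lrat, the enzyme that esterifies retinol for storage in HSCs, fell by 1.64 (SE 0.22, adjusted p = 6.47e-05) by 16 h and rose by 2.07 (SE 0.22, adjusted p = 2.31e-06) afterwards. Colec10, a collectin, fell by 3.33 (SE 0.27, adjusted p = 6.49e-07) and then rose by 2.39 (SE 0.27, adjusted p = 4.34e-06), and the cytokine gene Il6 fell by 2.61 (SE 0.34, adjusted p = 5.27e-05) and then rose by 1.62 (SE 0.34, adjusted p = 0.00128). Adam12, a metalloproteinase of activated HSCs, went the other way. It rose by 1.70 (SE 0.18, adjusted p = 7.76e-06) by 16 h and fell by 1.23 (SE 0.18, adjusted p = 6.06e-05) from 16 h to 64 h. In all 127 probe sets reversed their change. Counted with 1 probe set per gene, 65 fell and then rose. With a 1.5-fold change 279 fell and then rose and 100 rose and then fell.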

Although potentially interesting, these transient changes are difficult to interpret. They could be true initiation steps of the activation process, but the functional analysis of these changes by e.g. siRNAs or overexpression is difficult to perform due to the transient nature of their transcriptional regulation in culture. We therefore focused on those genes that showed a clear trend between 4, 16 and 64 hours in culture and that were influenced by VPA (Figure 3).

Gene expression profiling lead to the identification of 2366 genes that were either up regulated/unchanged during early HSC activation and down regulated by VPA or *vice versa* (Figure 3). 

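After 64 h with VPA, a few genes of the matrix were lower and 2 markers of quiescent HSCs higher than in control culture. Of 17 collagen processing genes 2 fell and none rose (median -0.34, camera adjusted p = 0.000433, adjusted p = 0.198 with an estimated correlation). Lox fell by 1.73 (SE 0.20, adjusted p = 1.43e-05) and P4ha3, a collagen prolyl hydroxylase, fell by 1.18 (SE 0.13, adjusted p = 1.11e-05). Of 19 collagen genes Col14a1 and Col3a1 fell (median -0.14, camera adjusted p = 0.0263, adjusted p = 0.744 with an estimated correlation). Among 18 markers of quiescent HSCs Ntm rose by 1.53 (SE 0.13, adjusted p = 7.02e-07), the receptor gene Vipr1 rose by 1.03 (SE 0.11, adjusted p = 5.23e-06) and the transcription factor gene Tcf21 fell by 1.32 (SE 0.18, adjusted p = 5.97e-05). The median of this list was -0.04, its mean 0.03, and camera did not call it (adjusted p = 0.878). Aldh1a2, which makes retinoic acid, was the 1 of 20 retinoid and lipid droplet genes to change and fell by 1.01 (SE 0.22, adjusted p = 0.003). Of 16 metalloproteinases and inhibitors Mmp23 alone changed and fell by 1.58 (SE 0.11, adjusted p = 1.2e-07). Camera did not call this list (adjusted p = 0.102), but it did with the replicate number as a block within each time point (adjusted p = 0.0275). Both VPA patterns together held 483 probe sets, or 1604 at a 1.5-fold change.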

Inhibition of HDAC activity in general leads to hyper acetylation, a permissive chromatin structure and consequently increased transcription [22]. 

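With VPA for 64 h Plat, the tissue plasminogen activator, rose by 2.15 (SE 0.13, adjusted p = 1.93e-08) over Ctrl64h (n = 3 and 3). Uchl1, a ubiquitin hydrolase of neurons, rose by 2.08 (SE 0.14, adjusted p = 5.49e-08), Aplp1, a relative of the amyloid precursor protein, by 1.96 (SE 0.13, adjusted p = 6.68e-08) and Ptprn, a protein of secretory granules, by 1.95 (SE 0.14, adjusted p = 9.75e-08). After 4 h with VPA none of the 4 rose or fell at least 2-fold, Plat being at 0.15 (SE 0.13, adjusted p = 0.51) and Uchl1 at -0.18 (SE 0.14, adjusted p = 0.451). Between 4 h and 64 h of control culture Plat was at -0.59 (SE 0.13, adjusted p = 0.00109), Uchl1 at -0.29 (SE 0.14, adjusted p = 0.0834), Aplp1 at -0.16 (SE 0.13, adjusted p = 0.331) and Ptprn at -0.31 (SE 0.14, adjusted p = 0.0609). Relative to Gapdh, Uchl1, Aplp1 and Ptprn were lower at an adjusted p under 0.05, at -0.85, -0.71 and -0.87, and relative to housekeeping genes at -0.54, -0.40 and -0.56. With only Ctrl4h and Ctrl64h in the fit, Uchl1 (adjusted p = 0.0234) and Ptprn (adjusted p = 0.0416) were lower as well. So were Aplp1 without Ctrl4h replicate 1 (-0.32, adjusted p = 0.0296) and Ptprn without Ctrl64h replicate 1 (-0.40, adjusted p = 0.0332). Of 18 alternatives, 3 gave an adjusted p under 0.05 for Uchl1, 3 for Aplp1 and 4 for Ptprn. Of 38 neuronal and secretory granule genes 5 rose with VPA after 64 h and none fell, among them Syt11, a synaptotagmin, by 1.69 (SE 0.11, adjusted p = 3.33e-08) and Map2, a microtubule protein of dendrites, by 1.28 (SE 0.09, adjusted p = 5.7e-08). The median of this list was 0.07 (camera adjusted p = 0.0446, adjusted p = 0.744 with an estimated correlation) and -0.05 relative to Gapdh, and with the replicate number as a block within each time point the adjusted p was 0.063. Of 16 histone deacetylase genes Sirt1 alone changed and fell by 1.19 (SE 0.12, adjusted p = 3.37e-06).

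**Figure D4:**
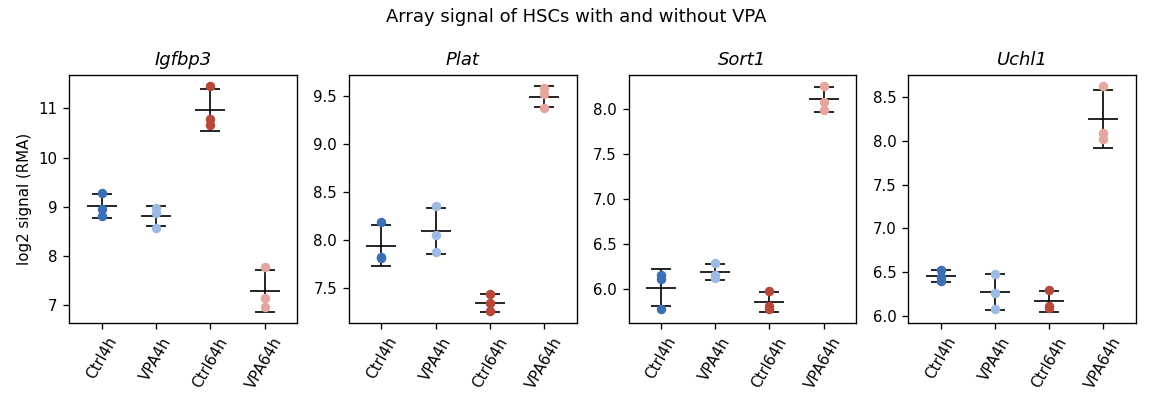
Log2 expression (vertical axis) of Igfbp3, Plat, Sort1 and Uchl1 in Ctrl4h, VPA4h, Ctrl64h and VPA64h (horizontal axis), with 1 point per array and the mean ± SD of each group of 3. In VPA64h Plat was at 9.49 ± 0.11 (SD, n = 3) against 7.34 ± 0.09 (SD, n = 3) in Ctrl64h, and Igfbp3 at 7.29 ± 0.43 against 10.97 ± 0.42.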

Genes in our array following this assumption are *Uchl1*, *Aplp1*, *Ptprn* and *Plat*. All four of them have been reported to have distinct functions in neuronal cells, from ubiquitin system protein, to glucose uptake regulator or initiator of ECM remodeling [23–28]. This makes them potentially interesting genes to study in HSCs, but the lack of robustness between our *in vitro* and *in vivo* results made us exclude them from initial functional tests. 

Some of our identified VPA-sensitive genes, like *Uchl1*, *sortilin 1* (*Sort1*), *regulator of chromosome condensation and BTB domain containing* protein *2* (*Rcbtb2*), *collagen,* type *III,* alpha *1* (*Col3a1*) and *Emilin1* (Figure 4A and Table S1D) were also regulated by HDAC inhibitors in other studies, suggesting that the effects of HDAC-inhibition are conserved between different cell model systems and species [29,30]. 

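Sort1, which encodes the sorting receptor sortilin, rose by 2.25 (SE 0.11, adjusted p = 6.71e-09) with VPA after 64 h and was at 0.17 (SE 0.11, adjusted p = 0.332) after 4 h. Rcbtb2 fell by 1.24 (SE 0.13, adjusted p = 2.99e-06) after 4 h with VPA and fell by 2.15 (SE 0.13, adjusted p = 1.45e-08) after 64 h. Col3a1 fell by 2.06 (SE 0.19, adjusted p = 1.68e-06) in VPA64h, and Emilin1, a glycoprotein of elastic fibres, fell by 1.47 (SE 0.10, adjusted p = 6e-08). In control culture Emilin1 rose by 1.07 (SE 0.10, adjusted p = 1.58e-07) from 4 h to 64 h. Since these genes also responded to HDAC inhibitors in other studies, the paper proposes that the effects of HDAC inhibition are shared between cell systems and species.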

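Tmem204, a membrane protein, fell by 1.87 (SE 0.13, adjusted p = 8.46e-08) with VPA after 64 h and was at 0.08 (SE 0.13, adjusted p = 0.766) after 4 h. Cyp7b1, an oxysterol hydroxylase, fell by 2.42 (SE 0.22, adjusted p = 1.1e-06) with VPA after 64 h. In control culture both dipped and came back. Tmem204 fell by 1.00 (SE 0.14, adjusted p = 0.000114) by 16 h and rose by 1.15 (SE 0.14, adjusted p = 1.12e-05) after it, and Cyp7b1 fell by 1.19 (SE 0.24, adjusted p = 0.00214) and then rose by 1.42 (SE 0.24, adjusted p = 0.000208). Between 4 h and 64 h Tmem204 was at 0.15 (SE 0.13, adjusted p = 0.344), or -0.41 relative to Gapdh (adjusted p = 0.0137) and -0.10 relative to housekeeping genes. Cyp7b1 was at 0.23 (SE 0.22, adjusted p = 0.371), or -0.32 relative to Gapdh, -0.01 relative to housekeeping genes and -0.10 without Ctrl4h replicate 3. Without Ctrl4h replicate 1 Cyp7b1 was at 0.52 (adjusted p = 0.0294).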

For other genes, such as *Tmem204* and *Cyp7b1*, qPCR analysis did not confirm the observations from the gene profiling analysis. These variabilities could be due to the differences in methodologies used for microarray and qPCR. One example is the normalization, which is a global normalization of the microarray data, while for qPCR analysis gene expression of all genes is corrected with the expression of the housekeeping gene GAPDH, known to perform well in HSC *in vitro* cultures. 

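After 4 h with VPA, other genes had changed than after 64 h. H1f2, a linker histone, rose by 2.04 (SE 0.19, adjusted p = 1.35e-06) after 4 h and was at 0.36 (SE 0.19, adjusted p = 0.202) after 64 h. Sap30, a subunit of a histone deacetylase complex, rose by 2.00 (SE 0.16, adjusted p = 2.76e-07) after 4 h and was at 0.54 (SE 0.16, adjusted p = 0.0185) after 64 h. The cell junction gene Jup rose by 1.98 (SE 0.09, adjusted p = 1.07e-08) and was at -0.01 (SE 0.09, adjusted p = 0.961) after 64 h. Ankrd1, a target of mechanical and YAP signalling, fell by 2.02 (SE 0.18, adjusted p = 9.8e-07) after 4 h and was at 0.53 (SE 0.18, adjusted p = 0.0444) after 64 h. Of 502 probe sets that changed with VPA after 64 h, 476 had not changed after 4 h. The effect of VPA differed between the time points by its own test at an adjusted p under 0.05 for 394 of the 502 (78.5%). At both times 26 changed, all the same way, 13 higher and 13 lower, where independent lists would share 2.03 and 1.49. Il6 was 1 of those lower at both times, by -1.89 (SE 0.31, adjusted p = 0.000249) after 4 h and -1.76 (SE 0.31, adjusted p = 0.000559) after 64 h. In all 203 probe sets rose and 130 fell after 4 h with VPA. With each array centred on a single probe set that Gapdh shares with its pseudogenes the counts were 45 and 519.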

Of our VPA affected genes, most were changed only at later time points and thus we did not identify new early key regulators as we had set out at the start of our study. This could be due to the use of VPA as a tool to identify or rather focus on genes that are modified when a more quiescent phenotype is maintained *in vitro*. Furthermore, our criteria that a gene identified by our approach during culture-induced activation of HSCs should also be regulated in a similar manner during *in vivo* activation in the CCl_4_ mouse model, limited most likely the amount of positive hits.

Despite this, we could reproducibly confirm changes in *Igfbp3* expression in *in vitro* activated HSCs and in cells isolated from mice treated with CCl_4_ and mice that received CCl_4_ and VPA for 2 weeks. This gene is a member of the family of insulin-like growth factor binding proteins and is able to modulate the activity of insulin-like growth factors by forming a ternary complex with insulin-like growth factor acid-labile subunit (IGFALS) and either IGF1 or IGF2. IGFBP3 can either stimulate or inhibit the growth promoting effects of the IGFs by presenting or sequestering IGFs to/from their receptor [31,32]. Of the different IGFBPs, it is found that IGFBP3 is responsible for binding of 70–90% of all circulating IGF1. As IGF1 is a cytokine with differential effects on quiescent and activated stellate cells [33,34], these changes could be related to alterations in IGFBP3 levels. De Minicis et al. described *Igfbp3* to be strongly up regulated in *in vitro* activated HSC samples (see supplemental information in [5]) while Boers et al. demonstrated the up regulation of multiple IGFBP proteins in activated human HSCs [35]. Both studies did not further investigate IGFBP3 and its role during HSC activation. Our data confirms an early study by Gentilini et al. showing a TGFβ dependent up regulation of *Igfbp3* in human cells isolated from liver wedges and an increase of *Igfbp3* mRNA expression in the livers of cirrhotic patients [36]. We show that *Igfbp3* is almost exclusively expressed in activated HSCs when compared to other liver cell types and that it is highly expressed in freshly isolated HSCs after *in vivo* activation. Many intracellular and extracellular functions have been described for IGFBP3 depending on the studied model and microenvironment. Its functions range from “simple” IGF1 regulator to modulator of gene transcription [37], autophagy regulator [38], and inducer of the TGFβ receptor system [39,40]. While in the Gentilini study, the focus was mainly on the extracellular roles as they used recombinant IGFBP3 treatment, in this study we have silenced *Igfbp3* using siRNAs. This approach not only affects the extracellular but also the intracellular levels of IGFBP3 and allowed us to investigate the effects on cell proliferation and migration independent of IGF1. Most of the tested activation markers such as *Acta2, Lox*, and *Col1a1* were not affected by *Igfbp3* knockdown, also no changes in cell proliferation and no obvious cell death were observed after silencing. Features of HSC activation that were significantly altered by *Igfbp3* silencing were *Mmp9*/MMP9 expression and cell migration (Figure 5). Several studies have described the *in vitro* migration potential of hepatic stellate cells; mostly in response to chemoattractants [7,41–44]. However, proof for the *in vivo* contribution of this process to fibrogenesis is limited to histological observations [45,46]. It is assumed that the accumulation of α-SMA positive, desmin positive cells in areas of tissue injury and resulting in fibrotic septa is the consequence of local proliferation and relocation of HSCs [47]. In our hands, only MMP9 and not the expression of other migration related genes such as vinculin, paxillin and myosins was influenced by Igfbp3 knockdown.

The regulation of cell attachment or release of matrix proteins is complex and may influence cell motility and migration. How ECM is linked to cell migration is still under debate. Commonly, the ECM is considered as a barrier for cell migration and excessive degradation of matrix proteins by MMPs could thus free the path for cell migration. However, in our study we observe a clear reduction of HSC migration when cells express higher levels of *Mmp9*/MMP9 after *Igfbp3* knock-down and this in both transwell and wound healing assays. Analogous observations were described by others [48–50] and a recent paper by Xue et al. suggested that high MMP9 levels lead to excessive degradation of matrix proteins, which might be desirable to support and direct cell migration [51–54]. MMP9 might also cleave other non-matrix proteins essential for cell migration [48]. In addition, MMP-induced cleavage of IGFBP3 contributes to IGF1 induced cell adhesion [55] which is in line with our results. To strengthen our hypothesis that the observed effects on cell migration after Igfbp3 silencing are related to the Mmp9 increase, we have performed a rescue experiment using recombinant TIMP1, a well-known endogenous inhibitor of MMP2/9. This resulted in wound closure even after Igfbp3 knock down, suggesting that the Mmp9 up regulation is an important factor in the regulation of HSC migration. Timp1 preferentially binds to Mmp9 and to lesser extend to Mmp3 [56] and indeed we could specifically show the contribution of MMP9 to mHSC migration by treating the cells with an MMP9 selective inhibitor.

Noteworthy, we show a reduced expression of Igfbp3 following VPA treatment while the HDAC inhibitors sodium butyrate and trichostatin A have been shown to stimulate transcription of the *Igfbp3* gene in a variety of cell lines, including liver, breast, colon, and prostatic epithelial cells [57–60]. Furthermore, the studies reporting an up regulation of *Igfbp3* following HDAC inhibition, show that this is due to hyperacetylation of the Igfbp3 promoter [57–60]. 

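Igfbp3, which encodes a carrier protein of the insulin-like growth factors, fell by 3.68 (SE 0.21, adjusted p = 1.36e-08) in VPA64h relative to Ctrl64h (n = 3 and 3). After 4 h with VPA it was at -0.21 (SE 0.21, adjusted p = 0.602), and the difference between the 2 effects was -3.47 (SE 0.30, adjusted p = 2.69e-06). In control culture Igfbp3 was at 0.02 (SE 0.24, adjusted p = 0.969) by 16 h and rose by 1.93 (SE 0.24, adjusted p = 8.92e-06) from 16 h to 64 h. Its change over the whole time was 1.95 (SE 0.21, adjusted p = 1.07e-06) without VPA and -1.52 (SE 0.21, adjusted p = 2.13e-05) with VPA. Of 15 genes of the IGF axis, Igf2r, the receptor that clears IGF2, rose by 1.59 (SE 0.15, adjusted p = 1.71e-06) with VPA, Igfbp3 fell and Igfbp4, another binding protein, fell by 1.11 (SE 0.16, adjusted p = 9.28e-05). Camera did not call this list (adjusted p = 0.524). In culture without VPA Igfbp2 rose by 1.02 (SE 0.12, adjusted p = 1.74e-06) between 4 h and 64 h, and Igfbp3 and Igfbp2 were the 2 of 15 genes of the axis to change (camera adjusted p = 0.269).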

The pronounced down regulation of *Igfbp3* in our experimental setting is therefore likely to be a strong, but indirect consequence of the VPA treatment. At this moment the identities of repressors or microRNAs that could direct this VPA-mediated down regulation remain unknown.

In patients with advanced liver injury, caused by hepatitis C infection or steatosis, serum levels of IGFBP3 are increased [61,62] which could be an indication of HSC activation. Only livers from severely cirrhotic patients showed increased levels of Igfbp3 mRNA [36], a state which could not be established in our 2-6 weeks CCl_4_-treated animals (data not shown). Selective *in vivo* modulation of IGFBP3 could perhaps prevent the evolution of mild to more severe liver fibrosis.

We conclude from this study that *Igfbp3* is a marker of culture-induced HSC activation, but that it plays no significant role in the regulation of activation or proliferation of HSCs. Nevertheless, IGFBP3 has a function in HSC migration and possibly wound repair.

## Supporting Information

Table S1 **Top list of genes changed during the early time points of mHSC activation.** mHSCs were freshly isolated and cultured for 4, 16 and 64 hours after washing. At these timepoints cells were collected for RNA analysis, using the Affymetrix GeneChip Mouse Gene 1.0 ST array. This table gives an overview of the fold changes for the 30 most down and 30 most up regulated genes between 4-16 hours and 16-64 hours in culture. The right table shows genes of which the expression is changed at least two fold between 4-16 hours and again more than two fold between 16-64 hours.
(DOCX) Click here for additional data file.

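Between 4 h and 16 h, Phlda3 rose by 2.37 (SE 0.09, adjusted p = 5.53e-10), Ccng1, the gene of cyclin G1, by 2.34 (SE 0.09, adjusted p = 5.53e-10) and Eda2r by 2.31 (SE 0.13, adjusted p = 3.5e-08), all known as targets of p53. Adamts4, a protease of the matrix, fell by 3.22 (SE 0.13, adjusted p = 5.53e-10) and Gbp4, a guanylate-binding protein of the interferon response, fell by 3.08 (SE 0.25, adjusted p = 6.49e-07). From 16 h to 64 h Ogn, a small proteoglycan, rose by 4.47 (SE 0.25, adjusted p = 2.93e-09), Plscr2, a phospholipid scramblase, by 3.83 (SE 0.15, adjusted p = 1.15e-10) and Arxes2 by 3.77 (SE 0.19, adjusted p = 1.03e-09). Over the same time Il11, a cytokine, fell by 2.67 (SE 0.34, adjusted p = 1.34e-05). These genes were taken from the 5 largest increases and the 5 largest decreases of each interval among probe sets with 1 gene symbol whose arrays did not overlap between the groups.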

Table S2 **Differentially expressed genes after 64 hours VPA treatment.** The top-30 up regulated (left) or down regulated (right) genes during 64 hours VPA treatment (Ctrl64h versus VPA64h, one-way ANOVA, p < 0,05).

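The glutathione transferase gene Gsta4 rose by 2.21 (SE 0.10, adjusted p = 5.26e-09) with VPA after 64 h and Cacng7, a subunit of neuronal calcium channels, by 1.95 (SE 0.11, adjusted p = 8.73e-09). Ccn5, a matricellular protein, fell by 2.70 (SE 0.15, adjusted p = 9.32e-09) with VPA after it rose by 2.88 (SE 0.15, adjusted p = 2.88e-10) in control culture, and Cdh3, the gene of P-cadherin, fell by 2.52 (SE 0.13, adjusted p = 7.9e-09) after it rose by 2.57 (SE 0.13, adjusted p = 3.27e-10). Pappa, a protease that cleaves IGF binding proteins, fell by 2.30 (SE 0.09, adjusted p = 1.71e-09) with VPA. Adamtsl2, a protein of the microfibrils, fell by 2.15 (SE 0.15, adjusted p = 1.06e-07) with VPA and was at -0.99 (SE 0.15, adjusted p = 4.24e-05) between 4 h and 64 h of control culture. They come from the 10 largest increases and the 10 largest decreases with VPA among probe sets with 1 gene symbol whose arrays did not overlap between VPA64h and Ctrl64h.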

(DOCX) Click here for additional data file.

Table S3 **Pathway analysis on selected gene expression trends.** A DAVID Enrichment analysis was performed for the genes from the selected trends. Default setting were used. Term: Gene set name; Count: number of genes associated with this gene set; Percentage: gene associated with this gene set/total number of query genes; P-value: modified Fisher Exact P-value; Fold enrichment: measures the magnitude of enrichment in the input gene list compared to a background set; Bonferroni: P-value after multiple testing corrections.
(DOCX) Click here for additional data file.

Figure S1 **Expression of *MMPs* in mHSCs after *Igfbp3* silencing.** (**A**) mRNA levels of *MMPs* were investigated by QPCR in day 9 HSCs (HSC D9, twice transfected at day 5/day7) transfected with a control siRNA (siCtrl) or with an siRNA targeting *Igfbp3* (siIgfbp3).
(DOCX) Click here for additional data file.

# Supplementary material for: Gene Expression Profiling of Early Hepatic Stellate Cell Activation Reveals a Role for Igfbp3 in Cell Migration
**Source:** PLoS One. 2013 Dec 17;8(12):e84071. doi: 10.1371/journal.pone.0084071
**Supplement:** Table S1 — Top list of genes changed during the early time points of mHSC activation. mHSCs were freshly isolated and cultured for 4, 16 and 64 hours after washing. At these timepoints cells were collected for RNA analysis, using the Affymetrix GeneChip Mouse Gene 1.0 ST array. This table gives an overview of the fold changes for the 30 most down and 30 most up regulated genes between 4-16 hours and 16-64 hours in culture. The right table shows genes of which the expression is changed at least two fold between 4-16 hours and again more than two fold between 16-64 hours.

**Table S1. Top list of genes changed during the early time points of mHSC activation.**

# Supplementary material for: Gene Expression Profiling of Early Hepatic Stellate Cell Activation Reveals a Role for Igfbp3 in Cell Migration
**Source:** PLoS One. 2013 Dec 17;8(12):e84071. doi: 10.1371/journal.pone.0084071
**Supplement:** Table S3 — Pathway analysis on selected gene expression trends. A DAVID Enrichment analysis was performed for the genes from the selected trends. Default setting were used. Term: Gene set name; Count: number of genes associated with this gene set; Percentage: gene associated with this gene set/total number of query genes; P-value: modified Fisher Exact P-value; Fold enrichment: measures the magnitude of enrichment in the input gene list compared to a background set; Bonferroni: P-value after multiple testing corrections.

**Table S3. Pathway analysis on selected gene expression trends.**

How the deposited data were processed for this re-analysis (not part of the article)

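Hepatic stellate cells isolated from mouse liver were cultured for 4, 16 or 64 h after washing, with or without 2.5 mM valproic acid, and their RNA was measured on Affymetrix mouse whole-transcript gene arrays. The 14 arrays form 5 groups, Ctrl4h, VPA4h, Ctrl64h and VPA64h with 3 arrays each and Ctrl16h with 2. The paper describes the samples of a group as independent biological replicates, and every array could be assigned to its group and replicate number.

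The authors provide 1 table of log2 expression values made by RMA, that is background correction, quantile normalisation and summarisation of the probes. The paper names GeneSpring GX for this step and the notes with the data name Affymetrix Expression Console, neither with settings that could be repeated here. The values were used as they are. The table holds 35557 probe sets, of which 21789 are paired with exactly 1 gene symbol (19938 different symbols), 1621 with several symbols and 12147 with none. The 23410 probe sets with at least 1 symbol were tested, and genes were named only from those with exactly 1. For a gene with several probe sets, the one with the highest mean over all arrays was used. Among the single-gene probe sets 21698 had a gene identifier in the reference table of genes, and no symbol had to be updated. Genes of the Serpina1 family that share probe sets are not reported by gene. Gapdh is reported only through the 25 probe sets it shares with its pseudogenes. Values centred on Gapdh or relative to Gapdh use a single one of these 25. The median over the tested probe sets was 6.34 to 6.41 on every array. Arrays give no counts, so the number of arrays limits the precision.

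Group means were compared with limma (lmFit and eBayes, version 3.58.1, R 4.3.3) in 1 fit of all 5 groups, with 9 residual and 6.52 prior degrees of freedom. Adjusted p-values are those of limma after Benjamini-Hochberg over the tested probe sets of a contrast, and all its tests are two-sided. A probe set was called at an adjusted p under 0.05 and a fold change of at least 2, the limits of the paper's methods. There were 7 contrasts: Ctrl16h against Ctrl4h, Ctrl64h against Ctrl16h, Ctrl64h against Ctrl4h, VPA4h against Ctrl4h, VPA64h against Ctrl64h, VPA64h against VPA4h, and the VPA effect at 64 h minus that at 4 h. Trends over time and the VPA patterns were counted from these calls. Since contrasts that share arrays are not independent, the covariance of the change in culture and the VPA effect was set beside that in 50 simulated data sets without group differences, and the counts beside the number that independent lists would share, which leaves the shared arrays out of account. The overlap of 2 contrasts was also counted in 50 data sets simulated from the observed group means, with the shared arrays the same or drawn separately. The paper describes expression normalized by VPA as similar to the level in the 4 h control and gives no numeric limit. Here it means called in culture, called the opposite way with VPA after 64 h, and within 2-fold of Ctrl4h in VPA64h.

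The 24 gene lists cover collagens, collagen processing, smooth muscle contractile genes, markers of quiescent stellate cells, retinoid and lipid droplet genes, metalloproteinases and their inhibitors, cholesterol and steroid synthesis, cell cycle, complement and coagulation, chemokines and NF-κB response, immediate early genes, interferon response, TGF-β and BMP pathway, IGF axis, neuronal and secretory granule genes, histone deacetylases, stress response, migration and adhesion genes that the paper measured after Igfbp3 knock-down, housekeeping genes, and markers of hepatocytes, Kupffer cells, sinusoidal endothelial cells, lymphocytes, and cholangiocytes with mesothelial cells and portal fibroblasts. Each list was tested with camera from limma at a preset inter-gene correlation of 0.01, adjusted over the lists of a contrast, and again with a correlation estimated for each list and with fry. Of the 24 lists 11 had an adjusted p under 0.05 from camera for Ctrl64h against Ctrl4h. Lists of glycolysis genes and of p53 target genes were added after the data were seen.

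The genes named are the 10 largest increases and the 10 largest decreases for Ctrl64h against Ctrl4h and for VPA64h against Ctrl64h, and the 5 and 5 largest for Ctrl16h against Ctrl4h, Ctrl64h against Ctrl16h, VPA4h against Ctrl4h and the difference of the VPA effects. These were taken among called probe sets with 1 established symbol whose arrays did not overlap between the groups (for the difference of effects, called only). Every gene that the paper names for its array data and up to 4 members of each list with the largest changes were added. The fold changes printed in the paper's Figures 2C and 3 had been seen when this rule was written.

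The fit was tested on simulated data in which 200 probe sets were changed between Ctrl64h and Ctrl4h. Of 50 changed 1.5-fold 94% were recovered at an adjusted p under 0.05, and of those changed 2-fold, 3-fold and 4-fold 100%, with 9 false calls there and 0 in a contrast left unchanged. Alternatives were the methods' one-way analysis of variance, only the groups of a contrast in the fit, the replicate number as a block, eBayes with trend and robust settings, array weights, a filter on probe sets under the 40th percentile, all probe sets with or without a symbol, 1 probe set per gene, centring of each array on the median, on Gapdh or on the housekeeping genes, a 1.5-fold limit, other rules for normalized and for unchanged probe sets, and leaving out each replicate in turn. A replicate block within each time point, a fit without the arrays at 16 h, only probe sets with 1 symbol, and the slope of culture changes fitted the other way round were added after the data were seen. Arrays with the same replicate number deviated together from their group means between Ctrl4h and VPA4h (r from 0.139 to 0.279) and between Ctrl64h and VPA64h (r from 0.158 to 0.171), which is why that block was added. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.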

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

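The tests of the arrays at 16 h, of cell markers and immediate early genes, of probe sets with 5 or more names, of the share of receptors, of the replicate block within each time point, and of other groupings of the arrays were chosen only after the results were seen.

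The effect of VPA differed between 64 h and 4 h for 3713 probe sets, by a test of the difference (adjusted p under 0.05). Length of exposure and time in culture differ together between these times, so the test cannot separate them. Control levels also differed for some of the genes below. Ccn5 was at 7.0 to 7.3 in Ctrl4h and 9.9 to 10.3 in Ctrl64h, while Col14a1 was at 12.0 to 12.3 in both. The difference therefore cannot be read as a change in the action of VPA alone. Genes of cell division fell with VPA at the later time and not at the earlier one, and the list of 34 cell cycle genes differed by a median of -1.14 (20 lower at 64 h, camera adjusted p = 1.26e-34, adjusted p = 0.00189 with an estimated correlation). The lists of collagen processing (median -0.44), smooth muscle contractile genes (-0.30) and cholesterol synthesis (-0.39) differed in the same direction, each with an adjusted p of 0.0398 with an estimated correlation. Among genes with a more negative VPA effect at 64 h than at 4 h, the difference was -3.47 for Igfbp3, -2.75 for Ccn5, -2.65 for Aard, -2.47 for Col14a1, -2.31 for Actg2, -2.04 for Myh11, -1.95 for Tmem204, -1.88 for Col3a1, -1.72 for Emilin1, -1.70 for Cyp7b1 and -1.17 for Des. Among genes with a more positive effect it was 3.31 for Serpinb2, 2.55 for Ankrd1, 2.26 for Npr3, 2.26 for Uchl1, 2.12 for Ampd3, 2.12 for Ptprn, 2.07 for Sort1, 2.00 for Plat, 1.90 for Aplp1, 1.61 for Ntm and 1.43 for Bmp2. Differences of 1.62 for Cxcl5 and 1.12 for Egr2 did not pass with every probe set of the table tested (adjusted p = 0.0659 and 0.0517). That for Cxcl5 also did not pass with eBayes trend and robust settings (adjusted p = 0.0817), without Ctrl4h replicate 2 (0.0529) or without VPA4h replicate 3 (0.053).

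Of the genes affected by VPA, the paper says that most changed at later times, and between VPA4h and Ctrl4h 203 probe sets rose and 130 fell here. The chromatin genes H1f2 and Sap30 rose by 2.04 and 2.00, Jup by 1.98, Nt5dc2 by 1.84 and Wdr47 by 1.83. The falls were -2.07 for Serpinb6b, -2.02 for Ankrd1, -1.89 for Il6, -1.81 for Epc2, which encodes a chromatin protein, and -1.78 for Cxcl5. The median of the cholesterol synthesis list was 0.35 (camera adjusted p = 1.72e-05, adjusted p = 0.262 with an estimated correlation). That of the histone deacetylase list was 0.17, or -0.16 relative to Gapdh (camera adjusted p = 0.0436, adjusted p = 0.538 with an estimated correlation), with Sirt7 alone higher at least 2-fold. For the unfolded protein, heat shock and amino acid stress list the median was -0.21 (camera adjusted p = 0.0213, adjusted p = 0.455 with an estimated correlation), and 4 of 15 genes fell, among them Trib3 and Asns. With the replicate number as a block within each time point, camera no longer called the histone deacetylase list (adjusted p = 0.0753) or the stress list (0.0508), and still called the cholesterol list (9.56e-06). Between VPA4h and VPA64h 1231 probe sets rose and 537 fell. With each array centred on a single probe set that Gapdh shares with its pseudogenes 548 rose and 1397 fell. Centred on housekeeping genes 879 rose and 756 fell.

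With 3 arrays against 3 there are 10 splits of the arrays, too few for a share under 0.05. In each of the comparisons tested, only the real split, 1 of the 10, gave a count as large. The counts were 2432 for Ctrl64h against Ctrl4h, 333 for VPA4h against Ctrl4h, 502 for VPA64h against Ctrl64h, 1768 for VPA64h against VPA4h, 185 normalized, 263 lowered and 220 raised by VPA, and the highest count of another split was 0 for each. For the difference of the VPA effects, 2 of 100 drawn splits, the real one included, gave a count as large as 3713. The other called 7084 probe sets and exchanged VPA and control arrays as whole groups at 1 time point, which points to the structure of the samples, since it adds the effects of both times. The highest count among the rest was 2346. Arrays with the same replicate number deviated together within each time point, and splits that keep such pairs were not counted for the difference. Chance is therefore excluded at a share under 0.05 only if these arrays are taken as independent.

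Probe sets that name several genes were lower at 64 h than at 4 h in control culture, with a median of -0.15 for those with 2 names, -0.69 for 5 to 9 names and -1.13 for 10 or more, against -0.08 for 1 name. The scaling of dim signal between arrays is argued against for probe sets with 5 or more names, which lay -0.65 from single-name probe sets of matched signal, while over all several-name probe sets the difference of -0.25 fell short of the bound set for it. A fall in the expression of olfactory and vomeronasal receptors is argued against as the cause of the whole pattern, since 47 of the 332 several-name probe sets that fell (14.2%) name such a receptor, and stays open for these, with a median of -0.21 for single-name receptor probe sets, between the bounds set for and against it. Signal that grows with the number of genomic copies, such as genomic DNA in the RNA of the shorter cultures, may contribute, since probe sets with 5 or more names lay -0.61 from those with 2. No measurement of DNA in the samples was used, so this remains a candidate.

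Several p53 target genes were higher at 16 h than at 4 h, with Phlda3, Ccng1, Eda2r, Polk and Tnfrsf10b leading. The pattern as the work of 1 of the 2 arrays at 16 h alone is argued against for Ei24, Trp53inp1 and Zmat3, targets outside the leading genes. Picked in either array, these 3 had a median of at least 1.427 and no value under 1.17 in the other. The 5 leading genes stood out over both arrays together, so their medians of 2.27 and 2.33 cannot test this. The same holds for the 8 targets that include them (median at least 1.76). Whether p53 targets rose as a class stays open, since 25 other targets measured had a median of 0.15, between the bounds set for and against it, with Zmat3, Ei24 and Trp53inp1 higher and Ddit4 and Sesn2 lower. A p53 response to culture may therefore cover part of the targets or be limited to these genes.

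Chemokine and NF-κB response genes were lower at 16 h than at 4 h. Loss of Kupffer cells and macrophages between these times is argued against as the whole cause, since their 11 expressed markers had a median of -0.29 (median absolute deviation 0.219), far from the median of the chemokines of -1.396. Loss of sinusoidal endothelial cells is argued against in the same way by a median of -0.30 over 15 expressed markers (median absolute deviation 0.397). A response to the isolation that fades in culture may account for it, since immediate early genes fell as well, with a median of -1.07, and so did the stress list, with a median of -0.68. No cells from before the isolation are in the design, so this cannot be told apart from an effect of time in culture.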

How the results depend on the processing

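The replicate block within each time point, the fit without the arrays at 16 h, the restriction to probe sets with 1 symbol and the slope fitted the other way round were tests chosen only after the results were seen. No alternative set in advance was left out. Of 8559 gene values under the alternatives, for 464 combinations of gene and contrast, 8388 kept their direction and their side of an adjusted p of 0.05, 151 lost the call, 14 gained one and 6 reversed. Of the counts and other main results, 412 values stayed within 1.5 times the main value and 69 did not. The number of arrays and the signal over background of dim probe sets limit what can be called.

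Each array was centred on a single probe set that Gapdh shares with its pseudogenes. This moves the median of all genes by -0.42 for Ctrl16h against Ctrl4h, -0.14 for Ctrl64h against Ctrl16h and -0.56 for Ctrl64h against Ctrl4h. The move was -0.33 for VPA4h against Ctrl4h, -0.12 for VPA64h against Ctrl64h and -0.35 for VPA64h against VPA4h. For the difference of the VPA effects it was 0.21. By construction such moves shift calls to one side. The counts higher and lower were then 39 and 842, 814 and 696, 525 and 3928, 45 and 519, 163 and 360, 548 and 1397, and 506 and 220 in that order, with 3 higher in both intervals, 108 lower in both, 185 lower then higher and 2 higher then lower. The share higher went from 36.8% to 4.43%, from 68.5% to 53.9%, from 64.3% to 11.8%, from 61% to 7.98%, from 46.6% to 31.2%, from 69.6% to 28.2% and from 34.5% to 69.7%. Between 4 h and 64 h Adam12 was then at -0.080, Cyp7b1 at -0.32 and Tmem204 at -0.41. Centring on the housekeeping genes moves the median by -0.19 for Ctrl16h against Ctrl4h, -0.25 for Ctrl64h against Ctrl4h, 0.13 for VPA64h against Ctrl64h, -0.14 for VPA64h against VPA4h and 0.10 for the difference of the VPA effects. It gave 84 higher and 438 lower (16.1% higher) for Ctrl16h against Ctrl4h, 955 and 1470 (39.4%) for Ctrl64h against Ctrl4h, 357 and 187 (65.6%) for VPA64h against Ctrl64h, 879 and 756 (53.8%) for VPA64h against VPA4h, 332 and 292 (53.2%) for the difference, 12 higher in both intervals, 2 higher then lower and 341 raised by VPA, with Cyp7b1 at -0.011 and Tmem204 at -0.10 between 4 h and 64 h.

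With all probe sets of the table tested, 1078 were lower for Ctrl64h against Ctrl16h, 1658 for Ctrl64h against Ctrl4h and 951 for VPA64h against VPA4h, 389 higher for VPA64h against Ctrl64h and 372 raised by VPA, as more are tested. With 1 probe set per gene these were 202, 452, 289, 137 and 123, and 65 were lower then higher. Only probe sets with 1 symbol gave 243, 536 and 330 lower for the same 3 contrasts. At 1.5-fold, a wider limit by construction, the counts higher and lower were 1022 and 748 for Ctrl16h against Ctrl4h, 2440 and 1790 for Ctrl64h against Ctrl16h, 3281 and 2376 for Ctrl64h against Ctrl4h, 1008 and 723 for VPA4h against Ctrl4h, 950 and 863 for VPA64h against Ctrl64h, and 2947 and 1756 for VPA64h against VPA4h, with 5241 changed in either interval, 282 higher and 98 lower in both, 279 lower then higher, 100 higher then lower, 665 normalized, 821 lowered and 783 raised by VPA. The slope of culture changes fitted the other way round was 1.2 over the called probe sets, 0.343 among those that rose and 0.681 among those that fell. By definition the product of the slopes fitted both ways is the square of Pearson's r. Their difference therefore needs no separate cause.

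Lists with an adjusted p under 0.05 from camera numbered 14, 7, 11, 3, 6 and 11 for the contrasts from Ctrl16h against Ctrl4h to VPA64h against VPA4h, and 4 for the difference of the VPA effects. With an estimated correlation they numbered 2, 3, 4, 0, 2 and 0, with fry, which compares no list with other genes, 14 for Ctrl64h against Ctrl16h, 19 for Ctrl64h against Ctrl4h, 6 for VPA4h against Ctrl4h and 8 for the difference, and with the replicate block within each time point 1 for VPA4h against Ctrl4h. With the block the Kupffer cell list gained a call for VPA64h against Ctrl64h (camera adjusted p = 0.027, 0.226 without it). So did the metalloproteinase list (0.0275, 0.102 without it), and the neuronal list lost its call (0.063). For the block the cause was not tested.

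Leaving out 1 array at a time gave 160 to 193 higher and 249 to 338 lower for Ctrl16h against Ctrl4h, 1044 to 1082 and 431 to 608 for Ctrl64h against Ctrl16h, 1517 to 1607 and 846 to 896 for Ctrl64h against Ctrl4h, 197 to 220 and 113 to 176 for VPA4h against Ctrl4h, 160 to 300 and 255 to 278 for VPA64h against Ctrl64h, 1208 to 1263 and 466 to 617 for VPA64h against VPA4h, and 3090 to 3647 for the difference of the VPA effects. It gave 1773 to 1966 changed in either interval, 28 to 37 higher in both, 11 to 63 lower in both (11 without Ctrl16h replicate 1, 63 without Ctrl16h replicate 2), 102 to 138 lower then higher, 5 to 7 higher then lower, 172 to 231 normalized, 251 to 274 lowered and 146 to 285 raised by VPA (146 without Ctrl64h replicate 2), and a slope of 0.645 to 0.693. Cyp7b1 was at -0.097 between 4 h and 64 h without Ctrl4h replicate 3, and at 0.52 without Ctrl4h replicate 1 (adjusted p = 0.0294). Where 1 array is left at 16 h, it is assumed to vary like the other groups. The cause of the changes on leaving out an array was not tested.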

Differences from the paper's values

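Of 34 values compared with the paper's, 10 differed, 6 of 14 counts and 4 of 20 fold changes. All alternatives named here were set before the data were examined, and no tests were chosen after the result was seen. Counts are of probe sets here and of genes in the paper's text, with probe sets in its Fig. 2D, at its limits of 2-fold and an adjusted p under 0.05.

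For the change between 4 h and 64 h, 2432 probe sets were called here and the paper's count is 1274. With 1 probe set per gene the count was 1866, within 1.5 times the paper's, and the other 17 of 18 alternatives did not come that close (all 18 from 1866 to 5657). The number changed in either interval was 1817, within 1.5 times the paper's 1274. For transient changes the count was 127 and the paper's 60. With 1 probe set per gene it was 71, and the other 19 of 20 alternatives stayed apart (all 20 from 71 to 379). The probe sets lower after 16 h alone numbered 463, against about 280 in the paper's Fig. 2D, read by eye from its Venn diagram. Without Ctrl16h replicate 2 the count was 363, and the other 16 of 17 alternatives stayed apart (all 17 from 179 to 1592).

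Of the VPA patterns, 263 probe sets were lowered by VPA here and the paper's count is 1283, and none of 22 alternatives came within 1.5 times (range 183 to 821). Raised by VPA were 220, against the paper's 1083, and at 1.5-fold 783, with the other 21 of 22 alternatives apart (lowest 123). Both patterns together held 483, against the paper's 2366, and 1604 at 1.5-fold, with the other 21 of 22 alternatives apart (lowest 354). For the probe sets normalized by VPA, where the paper states no numeric limit, the count of 185 lay within 1.5 times the paper's 147.

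The fold change of Ntm between 4 h and 64 h was -5.76, against about -4.6 in the paper's Fig. 2C, read by eye, and -5.3 without Ctrl64h replicate 3, with the other 15 of 16 alternatives apart (all 16 from -8.47 to -5.3). For Cyp7b1 with VPA after 64 h it was -5.34, against about -4.1 in the paper's Fig. 3, read by eye, and none of 16 alternatives came within the error (range -5.81 to -4.87). For Sort1 it was 4.75, against about 4.0 in the paper's Fig. 3, read by eye, and 4.36 centred on Gapdh, with the other 15 of 16 alternatives apart (highest 5.2). For Aplp1 it was 3.89, against about 3.3 in the paper's Fig. 3, read by eye, and 3.57 centred on Gapdh, with the other 15 of 16 alternatives apart (highest 4.26). All 4 genes moved in the direction the paper gives.

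The paper describes Gapdh as affected neither by treatment nor by culture and as a good reference in cultured HSCs. The 25 probe sets shared by Gapdh and its pseudogenes had a median change of 0.62 between 4 h and 64 h. They ran from 0.30 to 0.72, all with an adjusted p under 0.05. Since they share the same targets, the 25 are not independent measurements. The values are relative to the other genes of the array, so they cannot show an absolute change in Gapdh.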

Other observations

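The tests of glycolysis genes were chosen only after the results were seen.

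Signalling and matrix genes also moved between 4 h and 64 h of control culture. Bmp4, a bone morphogenetic protein, rose by 2.69 (SE 0.13, adjusted p = 1.61e-10) and Smad6, an inhibitor of BMP signalling, by 1.41 (SE 0.13, adjusted p = 1.3e-07), while Inhba, the gene of activin A, fell by 1.39 (SE 0.11, adjusted p = 3.8e-08). Of 24 genes of the TGF-β and BMP pathway 5 rose and 4 fell, and camera did not call the list (adjusted p = 0.534). Of 20 retinoid and lipid droplet genes 4 rose and 1 fell (camera adjusted p = 0.152), with a median of 0.24 that was -0.31 relative to Gapdh. Rarb, a retinoic acid receptor induced by its ligand, rose by 1.51 (SE 0.12, adjusted p = 2.98e-08), while Rdh10, which makes retinal, fell by 1.74 (SE 0.14, adjusted p = 4.84e-08). Timp2, an inhibitor of metalloproteinases, rose by 1.58 (SE 0.08, adjusted p = 2.02e-10), and of 16 genes of that list 5 rose and 2 fell (camera adjusted p = 0.0907). Of 12 migration and adhesion genes that the paper measured after Igfbp3 knock-down, the non-muscle myosin gene Myh10 rose by 2.06 (SE 0.08, adjusted p = 3.44e-11), Myh11 rose, Mmp13 and Mmp19 fell, and camera did not call the list (adjusted p = 0.286). Among 19 interferon response genes 5 rose and 1 fell (camera adjusted p = 0.207), with Ifit2 higher by 1.41 (SE 0.12, adjusted p = 9.4e-08) and Rsad2 lower, at -1.56 (SE 0.20, adjusted p = 5.77e-06). Hdac3 was the 1 of 16 histone deacetylase genes to change and rose by 1.08 (SE 0.08, adjusted p = 1.75e-08), and the median of the list was 0.41, or -0.15 relative to Gapdh (camera adjusted p = 0.0135, adjusted p = 0.182 with an estimated correlation). In the neuronal list Dpysl2 and Cpe rose and Map2 fell by 1.32 (SE 0.09, adjusted p = 3.43e-09).

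With VPA, cholesterol synthesis still rose in culture. Between VPA4h and VPA64h 7 of 18 genes rose and none fell, with a median of 0.93 (camera adjusted p = 5.73e-10, adjusted p = 0.0522 with an estimated correlation), and Nsdhl rose by 1.95 (SE 0.12, adjusted p = 2.53e-09). Between VPA64h and Ctrl64h none of the 18 rose or fell at least 2-fold in limma (3 higher and 5 lower at an adjusted p under 0.05, 4 and 8 at an unadjusted p under 0.05), and the median was -0.13 (camera adjusted p = 0.301). Chemokine and NF-κB response genes fell in the VPA cultures, 15 of 24 with a median of -1.34 (camera adjusted p = 1.84e-07, adjusted p = 0.142 with an estimated correlation). Immediate early genes fell too, 12 of 24 (camera adjusted p = 5.73e-10, adjusted p = 0.124 with an estimated correlation). Egr1, an immediate early gene, was higher in VPA64h than in Ctrl64h by 1.69 (SE 0.19, adjusted p = 1.16e-05). In the stress list Herpud1 fell by 1.27 (SE 0.09, adjusted p = 9.75e-08) and Hspa1a rose by 1.26 (SE 0.17, adjusted p = 5.4e-05) with VPA after 64 h. Among 24 TGF-β and BMP genes Bmp6 rose and Id3 and Tgfb3 fell with VPA after 64 h (camera adjusted p = 0.956), and of 17 cholangiocyte, mesothelial and portal fibroblast markers Thy1 alone rose, by 1.36 (SE 0.10, adjusted p = 1.56e-07). None of 19 interferon response genes rose or fell at least 2-fold between VPA64h and Ctrl64h in limma (3 higher and 2 lower at an adjusted p under 0.05, 5 and 3 at an unadjusted p under 0.05).

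Of 11 housekeeping genes Gusb and Sdha rose and Polr2a fell between 4 h and 64 h of control culture (camera adjusted p = 0.0713). The median of the list was 0.24, or -0.32 relative to Gapdh. The probe sets shared by Gapdh and its pseudogenes had a median change of 0.51 between 4 h and 16 h, 0.35 with VPA after 4 h and 0.16 with VPA after 64 h. Of 14 glycolysis genes 3 rose between 4 h and 64 h, among them Tpi1 and Ldha, with a median of 0.50 (camera p = 0.000989, p = 0.0499 with an estimated correlation). The 14 include the glucose transporter gene Slc2a1, which is not an enzyme and was at -0.40 (SE 0.11, adjusted p = 0.00598). With VPA after 4 h 2 of the 14 rose, Eno2 and Tpi1 (camera p = 0.00104, p = 0.0507 with an estimated correlation).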
